# Distinct roles for CKM–Mediator in controlling Polycomb-dependent chromosomal interactions and priming genes for induction

**DOI:** 10.1038/s41594-022-00840-5

**Published:** 2022-10-11

**Authors:** Emilia Dimitrova, Angelika Feldmann, Robin H. van der Weide, Koen D. Flach, Anna Lastuvkova, Elzo de Wit, Robert J. Klose

**Keywords:** Transcription, Transcriptional regulatory elements, Chromatin structure, Chromatin, Chromatin analysis

## Abstract

Precise control of gene expression underpins normal development. This relies on mechanisms that enable communication between gene promoters and other regulatory elements. In embryonic stem cells (ESCs), the cyclin-dependent kinase module Mediator complex (CKM–Mediator) has been reported to physically link gene regulatory elements to enable gene expression and also prime genes for induction during differentiation. Here, we show that CKM–Mediator contributes little to three-dimensional genome organization in ESCs, but it has a specific and essential role in controlling interactions between inactive gene regulatory elements bound by Polycomb repressive complexes (PRCs). These interactions are established by the canonical PRC1 (cPRC1) complex but rely on CKM–Mediator, which facilitates binding of cPRC1 to its target sites. Importantly, through separation-of-function experiments, we reveal that this collaboration between CKM–Mediator and cPRC1 in creating long-range interactions does not function to prime genes for induction during differentiation. Instead, we discover that priming relies on an interaction-independent mechanism whereby the CKM supports core Mediator engagement with gene promoters during differentiation to enable gene activation.

## Abstract (web summary)

Here, Dimitrova et al. examine how CKM–Mediator and Polycomb shape 3D chromosome interactions in ESCs and discover that gene activation during differentiation is independent of pre-formed interactions but depends on recruitment of the core Mediator.

## Main

Mechanisms that shape 3D genome organization are thought to play important roles in controlling gene expression, particularly during development. For example, interactions between gene promoters, or gene promoters and other distal gene regulatory elements (like enhancers), have been implicated both in the maintenance of gene expression patterns and in enabling alterations in gene expression states during cell fate transitions^1–4^.

A number of mechanisms have been proposed to create and regulate interactions between gene regulatory elements. For example, cohesin can extrude chromatin to establish topologically associated domains (TADs), which are generally constricted by CTCF-bound insulator sites. Cohesin-mediated loop extrusion is thought to increase the frequency of interactions between gene promoters and distal regulatory elements within TADs^5^. However, despite the profound effects that the disruption of cohesin or CTCF has on interactions within TADs, this typically translates into modest or tissue-specific effects on gene expression^6–10^. Although loop extrusion functions across the genome, other mechanisms are thought to play more direct and specific roles at gene regulatory elements by creating physical interactions that control gene expression. For example, the Mediator complex, which is a fundamental regulator of gene transcription, has been proposed to support gene expression by functioning as a molecular bridge through binding transcription factors at active enhancers and RNA polymerase II at gene promoters^11–13^. However, recent work has questioned the extent to which the function of Mediator in gene expression relies on promoting physical interactions between regulatory elements^14–17^. At silent gene regulatory elements, binding of the Polycomb repressive complexes (PRCs) enables physical interactions between these inactive sites^18–28^, which is thought to maintain gene repression^29–31^ but may also poise genes for activation during cell linage commitment^32–34^. In these contexts, whether chromosomal interactions themselves or other functions of the Polycomb system control gene expression is unknown. Thus, although it is evident that a variety of mechanisms have evolved to shape how gene regulatory elements physically interact with one another, the extent to which these interactions are required to control gene expression remains a central outstanding question^35–40^.

The Mediator complex alone may not play a major role in enabling interactions between gene regulatory elements^14–17^, but we and others have shown that a distinct form of the complex - which contains the cyclin-dependent kinase module CKM (composed of CDK8 or CDK19, CCNC, MED12 or MED12L, and MED13 or MED13L) and does not interact with RNA polymerase II^41–43^ - is associated with gene regulatory element interactions in mouse ESCs^44–46^. Unlike the Mediator complex, CKM–Mediator (also known as CDK-Mediator) has been implicated in both repression and support of gene expression, suggesting that it might work through mechanisms that are distinct from the well-characterized function of Mediator in binding to and regulating RNA polymerase II activity^47,48^. In line with this possibility, CKM–Mediator appears to play specialized roles in controlling inducible gene expression after exposure to extracellular stimuli or cellular differentiation cues^47,49–54^. We and others have previously demonstrated that CKM–Mediator is recruited to the promoters of repressed developmental genes in ESCs^55–58^ and this primes these genes for induction during differentiation^55^. In this context, CKM–Mediator binding appears to be important for creating interactions with other gene regulatory elements, suggesting that formation of 3D interactions may underpin its capacity to prime developmental genes for induction during cell lineage commitment^44^.

Based on these findings, we set out to determine how CKM–Mediator controls chromosomal interactions and gene expression. To achieve this, we exploit inducible genetic perturbation systems and genomic approaches to examine CKM–Mediator function in ESCs and during cellular differentiation. We discover that CKM–Mediator contributes little to overall 3D genome organization in ESCs but is essential for creating interactions between Polycomb-bound regions of the genome. We show that CKM–Mediator does not define these interactions through an intrinsic bridging mechanism. Instead, it controls canonical PRC1 (cPRC1) binding at these sites, which in turn establishes contacts between Polycomb domains. Surprisingly, through separation-of-function experiments we reveal that Polycomb-dependent chromosomal interactions regulated by CKM–Mediator are not required for the priming or poising of genes for induction during differentiation. Instead, we discover that the priming function of CKM–Mediator relies on its ability to enable core Mediator binding to gene promoters during the process of gene induction.

## Results

### CKM–Mediator enables Polycomb domain interactions

To examine how CKM–Mediator influences genome organization in ESCs, we carried out in situ Hi-C in a cell line in which we can inducibly disrupt CKM–Mediator complex formation by removing its MED13/MED13L structural subunits (CKM–Mediator cKO; Fig. 1a,b and Extended Data Fig. 1a)^55^. No major alterations to overall genome organization were observed following CKM–Mediator disruption, with TADs and loop interactions remaining largely unchanged (Fig. 1c,d). It was previously proposed that CKM–Mediator promotes super enhancer-promoter interactions in ESCs^45,46^. However, we observed only subtle reductions in these interactions upon disruption of CKM–Mediator (Extended Data Fig. 1c). These data suggest that CKM–Mediator does not contribute centrally to 3D genome organization in ESCs.

**Fig. 1:**
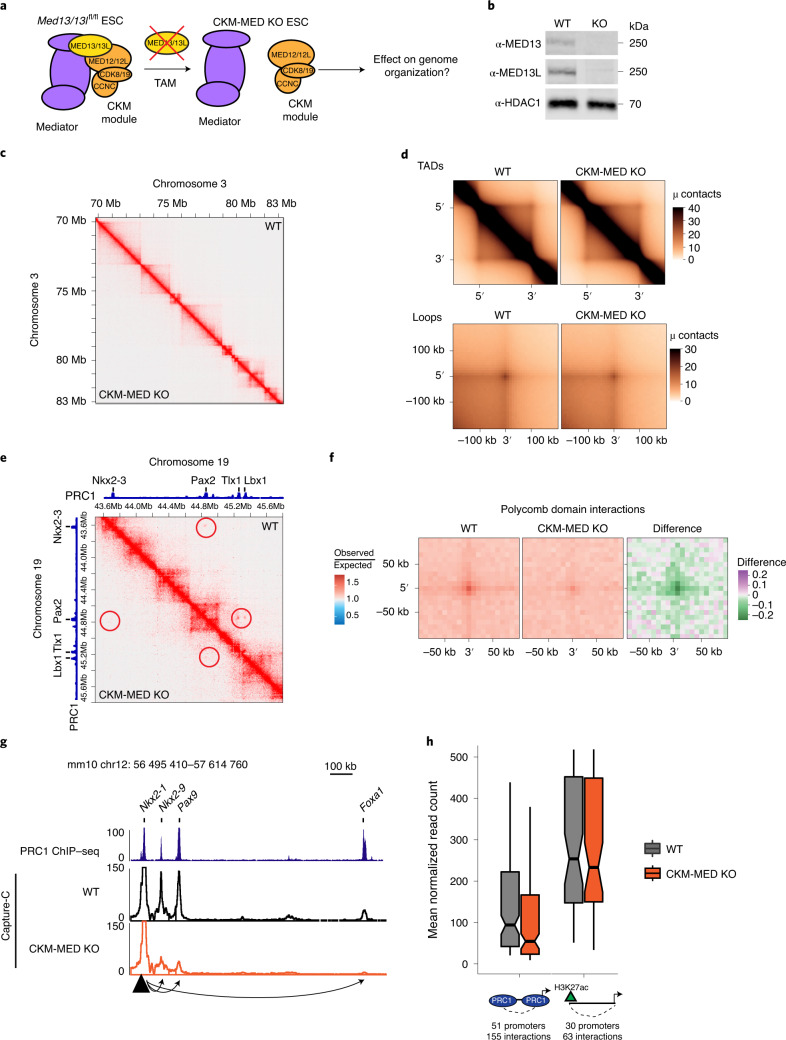
CKM–Mediator has a limited role in 3D genome organization but is essential for Polycomb domain interactions. **a**, A schematic of *Med13/13l*^fl/fl^ ESCs. 4-Hydroxytamoxifen (TAM) induces conditional disruption of the CKM–Mediator complex (CKM–MED). **b**, A representative western blot analysis (*n* = 6) of nuclear extracts from *Med13/13l*^fl/fl^ (wild type, WT) and *Med13/13l*^−/−^ (CKM–MED KO) ESCs showing depletion of MED13 and MED13L proteins. HDAC1 is shown as a loading control. **c**, Hi-C contact matrices of WT and CKM–MED KO ESCs at 10 kb resolution. Genomic coordinates are indicated. **d**, Aggregate analysis of TADs and loops in WT and CKM–MED KO ESCs at 10 kb resolution. **e**, Hi-C contact matrices of WT and CKM–MED KO ESCs at 5 kb resolution. Interactions between Polycomb domains are indicated with a red circle. The blue track shows binding of PRC1 (RING1B ChIP–seq). Genomic coordinates are indicated. **f**, Aggregate analysis of Hi-C signal (10 kb resolution) at pairs of Polycomb domains in *Med13/13l*^fl/fl^ (WT) and *Med13/13l*^−/−^ (CKM–MED KO) ESCs, with 200 kb flanking regions. The difference between WT and KO is shown. **g**, A snapshot showing Capture-C read count signal in WT and CKM–MED KO ESCs. Interactions between the *Nkx2-1* promoter bait (triangle) and surrounding Polycomb-bound sites are shown with arrowheads. PRC1 binding (RING1B ChIP–seq) is shown as a reference. **h**, Boxplot analysis of mean normalized read counts from WT and CKM–MED KO ESCs showing interactions between Polycomb gene promoters and other Polycomb domains (left), or non-Polycomb gene promoters and active sites (H3K27ac, right). Interactions were not distance-matched due to differences in the interaction ranges for the two promoter types. Boxes show IQRs, center line represents median, whiskers extend by 1.5 × IQR or the most extreme point (whichever is closer to the median), while notches extend by 1.58 x IQR/sqrt(*n*), giving a roughly 95% confidence interval for comparing medians. Source data

ESCs are characterized by a unique set of extremely strong long-range interactions between regions of the genome that have high-level occupancy of PRCs, which we refer to as Polycomb domains^19–21,23,28,59^. These interactions are thought to contribute to developmental gene regulation either by maintaining repression in differentiated cell types or potentially by poising genes for induction during cell lineage commitment. Interestingly, a similar role in regulating developmental gene expression has been proposed for CKM–Mediator^44,55–57^. Given these seemingly similar functionalities, we asked whether CKM–Mediator might influence interactions between Polycomb domains. Remarkably, Hi-C analysis after CKM–Mediator disruption revealed dramatic reductions in interactions between Polycomb domains, and this effect was evident over a range of interaction distances (Fig. 1e,f and Extended Data Fig. 1d). A widespread reduction in Polycomb domain interactions was also observed using Capture-C analysis focused on promoters associated with Polycomb domains (Fig. 1g,h and Extended Data Fig. 1e,f). Therefore, CKM–Mediator is essential for interactions between Polycomb domains.

### CKM–Mediator supports cPRC1 binding to enable interactions

To understand how CKM–Mediator enables interactions between Polycomb domains, we asked whether CKM–Mediator is bound at these sites. The majority of Polycomb domains (91.12%) were enriched for the CKM–Mediator subunit CDK8, in general agreement with previous findings^56,57^, suggesting that the effects of CKM–Mediator on Polycomb domain interactions may be direct (Fig. 2a and Extended Data Fig. 2a). It has previously been proposed that interactions between Polycomb domains are dependent on cPRC1, which in ESCs is defined by its structural subunit PCGF2 (refs. ^20,24,30,60–65^). Given the profound effects on Polycomb domain interactions after the depletion of CKM–Mediator, we reasoned that CKM–Mediator may influence the function of cPRC1. To test this possibility, we examined cPRC1 occupancy after CKM–Mediator disruption by carrying out calibrated ChIP–seq (cChIP–seq) using antibodies recognising the cPRC1 subunits RING1B, PCGF2 and CBX7. Importantly, this revealed a major reduction in cPRC1 binding at Polycomb target sites in the absence of CKM–Mediator (Fig. 2b-d and Extended Data Fig. 2b,c), despite only subtle reductions in protein levels (Extended Data Fig. 2d). cPRC1 associates with Polycomb domains via its CBX7 subunit that binds H3K27me3 deposited by PRC2 (refs. ^66–68^). Interestingly, cChIP–seq for H3K27me3 revealed only modest reductions in this modification after CKM–Mediator disruption (Fig. 2b-d). Therefore, CKM–Mediator regulates cPRC1 binding without major effects on H3K27me3.

**Fig. 2:**
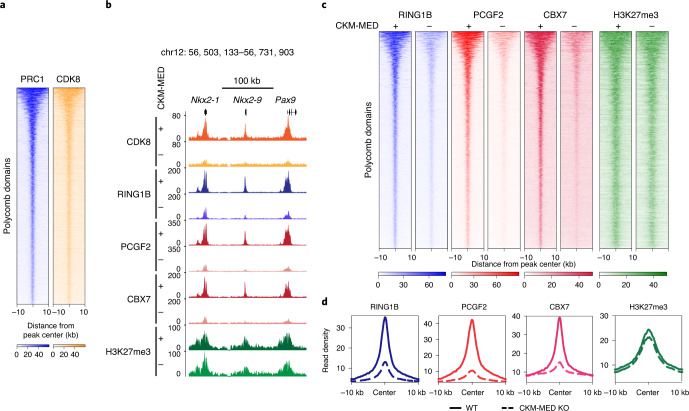
CKM–Mediator regulates canonical PRC1 binding. **a**, Heatmaps showing RING1B (PRC1) and CDK8 ChIP–seq signals at Polycomb domains (*n* = 2097), sorted by decreasing RING1B signal. **b**, A genomic snapshot of a Polycomb-bound locus, showing CDK8, RING1B, PCGF2, CBX7 and H3K27me3 ChIP–seq signal in WT (+) and CKM–MED KO (-) ESCs. **c**, Heatmaps showing RING1B, PCGF2, CBX7 and H3K27me3 ChIP–seq signal at Polycomb domains (*n* = 2,097) in WT (+) and CKM–MED KO (-) ESCs, sorted by decreasing RING1B signal. **d**, Metaplot analysis of RING1B, PCGF2, CBX7 and H3K27me3 enrichment at Polycomb domains (*n* = 2,097) in WT and CKM–MED KO ESCs.

Given that cPRC1 has been proposed to enable interactions between Polycomb domains^20,24,30^, and its binding is abrogated following disruption of CKM–Mediator (Fig. 2), the observed effect on Polycomb domain interactions in the absence of CKM–Mediator may be due to loss of cPRC1 occupancy. In agreement with this possibility, the effects on cPRC1 binding were related to the reductions in interactions after depletion of CKM–Mediator (Extended Data Fig. 2e) and corresponded to the level of CKM–Mediator binding (Extended Data Fig. 2f). However, CKM–Mediator has also been proposed to function as a molecular bridge to enable chromosomal interactions^44–46^. Given that both cPRC1 and CKM–Mediator binding are lost upon CKM–Mediator disruption, interactions could be defined by either cPRC1 or CKM–Mediator. To discover the molecular determinant that enables these interactions, we took advantage of a synthetic system to create a separation-of-function scenario in which either cPRC1 or CKM–Mediator could be ectopically tethered to an artificial site in the genome^69^ (Fig. 3a and Extended Data Fig. 3a,b). Importantly, tethering CDK8 recruited CKM–Mediator and tethering PCGF2 recruited the cPRC1 complex^69^ but not CKM–Mediator (Extended Data Fig. 3c). We then asked whether binding of cPRC1 or CKM–Mediator at this ectopic site was able to support interactions with nearby regions co-occupied by cPRC1 and CKM–Mediator. These data revealed that cPRC1 was sufficient to create de novo interactions with surrounding sites, in line with similar findings from PRC2 tethering^70^, which would lead to recruitment of cPRC1 (ref. ^69^). By contrast, we found no evidence for interactions with surrounding sites when CKM–Mediator was tethered (Fig. 3b and Extended Data Fig. 3d). Importantly, endogenous control sites retained interactions in both cell lines, although they were slightly weaker in the CKM–Mediator tethered line (Extended Data Fig. 3e).

**Fig. 3:**
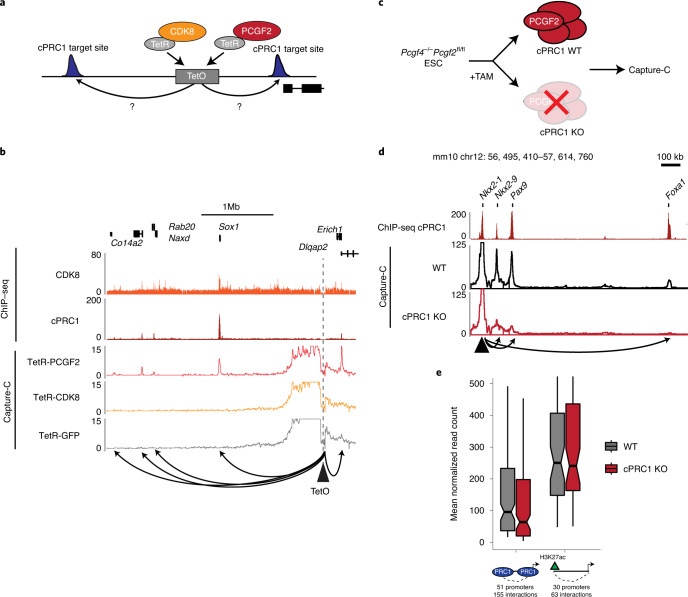
cPRC1 creates interactions between Polycomb domains. **a**, A schematic of the integrated TetO site and experimental setup. **b**, A snapshot showing Capture-C read count signal from TetR-PCGF2, TetR-CDK8 and TetR-GFP lines at the TetO array. CDK8 and PCGF2 (cPRC1) ChIP–seq signal is given as a reference. The TetO bait is shown as a triangle and interactions created with surrounding cPRC1-bound sites are represented with arrowheads. **c**, A schematic of the cPRC1 (*Pcgf4*^−/−^*Pcgf2*^fl/fl^) conditional KO line. **d**, A snapshot showing Capture-C read count signal from WT and cPRC1 KO ESCs. Interactions between the *Nkx2-1* promoter bait (triangle) and surrounding Polycomb domain sites are shown with arrowheads. cPRC1 binding (PCGF2 ChIP–seq) is shown as a reference. **e**, Boxplot analysis of normalized read counts from WT and cPRC1 KO ESCs showing interactions between Polycomb gene promoters and other Polycomb domains (left), or non-Polycomb gene promoters and active sites (H3K27ac, right). Boxes show IQR, center lines represent the median, whiskers extend 1.5 × IQR or the most extreme point (whichever is closer to the median), whereas notches extend by 1.58 x IQR/sqrt(*n*), giving a roughly 95% confidence interval for comparing medians.

To further explore whether cPRC1 is the central determinant underpinning Polycomb domain interactions, we next used a cell line in which we can inducibly disrupt the cPRC1 complex by removing the core structural components PCGF2 and PCGF4 (cPRC1 cKO)^59^ and carried out Capture-C (Fig. 3c and Extended Data Fig. 3f). Importantly, removal of cPRC1 caused a near complete loss of interactions between Polycomb domains, while most sites retained CKM–Mediator binding (Fig. 3d,e and Extended Data Fig. 3g-i). Therefore, cPRC1 establishes long-range interactions between Polycomb domains, with CKM–Mediator playing a regulatory role in facilitating cPRC1 binding.

### cPRC1 interactions are not required for CKM–Mediator priming

CKM–Mediator occupies silent developmental gene promoters in ESCs and is required for subsequent gene activation during differentiation^55,56^. In some cases CKM–Mediator occupancy corresponds to pre-formed long-range interactions with other gene regulatory elements, suggesting that by bringing gene regulatory elements in close proximity with each other in ESCs, CKM–Mediator may prime them for future activation^44^. We now show that CKM–Mediator-dependent interactions are reliant on cPRC1 (Fig. 3). Importantly, the Polycomb system has similarly been implicated in poising or priming genes for activation during differentiation by creating interactions between gene promoters and other regulatory elements, including poised enhancers^32,33^. Based on this functional convergence between CKM–Mediator and cPRC1 activities, we hypothesized that CKM–Mediator may enable interactions between gene promoters and regulatory elements via a cPRC1-dependent mechanism to prime genes for activation during differentiation.

To examine this possibility, we used all-*trans* retinoic acid to drive ESC differentiation and carried out calibrated nuclear RNA-seq (cnRNA-seq) to identify genes that rely on CKM–Mediator for their induction during differentiation (Fig. 4a and Extended Data Fig. 4a,b). 

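Nuclear RNA of the CKM–MED cKO line, in which 4-hydroxytamoxifen removes floxed parts of *Med13* and *Med13l*, was analysed in 3 groups of 4 libraries: untreated ESCs, untreated cells given 1 µM RA for 48 h (RA WT), and cells given 800 nM 4-hydroxytamoxifen for 96 h and RA (RA KO). The authors counted reads on 20633 transcripts of the mm10 refGene annotation, divided them by a size factor per library, and deposited these normalized reads. The size factors, recovered from the spacing of the low values, gave whole reads for 100% of the values in each library. Between 17528010 and 19727808 reads per library lay on these transcripts in ESCs (median 18847068), between 14487873 and 22720935 in RA WT (median 17206145), and between 13743604 and 19526147 in RA KO (median 18104207). For each pair of groups, transcripts with a value of at least 10 in at least 4 libraries were tested with limma-trend on log2(value + 1), without a term for the replicate number. A transcript was called with the study's thresholds, a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Fold changes on this scale understate the change of transcripts with few reads.

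The deleted genes were counted over their whole length, so reads from exons that were not deleted remained in the values. *Med13* (NM_001080931, chromosome 11 of mm10 from 86265715 to 86357525, overlapping *Brip1os* on the other strand) had 5689 ± 1381 normalized reads (SD, n = 4) in the libraries labelled CKM–MED KO after RA and 5948 ± 1316 (SD, n = 4) in RA WT, a log2 fold change of −0.08 (adjusted p = 0.866, limma-trend). With factors from the spike-in read totals in place of the deposited scaling, that change was 0.17. *Med13l* (NM_172424, chromosome 5 from 118560719 to 118765437) had 5167 ± 1391 against 4815 ± 1113 normalized reads (SD, n = 4 each), a log2 fold change of 0.09 (adjusted p = 0.844, limma-trend). The change of *Med13* was 0.068 without RA WT replicate 3 and 0.095 without RA KO replicate 3, and that of *Med13l* was −0.064 without RA KO replicate 4 and about 0 without RA WT replicate 4. The groups of both genes overlapped, and these values do not check the KO labels.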

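After RA, 3400 of 15269 tested transcripts were higher and 2775 were lower than in ESCs of the CKM–MED cKO line, and 8119 had an unadjusted p under 0.05. These numbers were 1421 and 5646 with factors from the spike-in read totals in place of the deposited scaling, so that the scaling decides which direction holds more transcripts. *Cyp26a1* (NM_007811, chromosome 19 from 37697808 to 37701536) was among the 3 called genes with the largest rises, of those with a mean of at least 100 and groups that did not overlap, and rose from 2.99 ± 2.58 to 5167 ± 1535 normalized reads (SD, n = 4 each), a log2 fold change of 10.62 (SE 0.39, adjusted p = 8.3e-18, limma-trend). *Hoxa5*, which overlaps *Hoxa3* on the same strand and can share its reads, was at least 354-fold higher, and *Hoxa3* rose by 9.63. The order of these genes depends on the pseudocount, since with 0.1 in place of 1 the change of *Hoxa5* was 12.27 and that of *Cyp26a1* 11.70. Decreases named by the same rule were those of *Nkx6-3*, *Nphs1* and *Kirrel2*, with log2 fold changes of −5.87, −5.77 and −5.67.

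In the libraries labelled CKM–MED KO after RA, 1635 of 15286 transcripts were lower than in RA WT and 1269 were higher, with 4563 at an unadjusted p under 0.05. Factors from the spike-in read totals gave 921 lower and 1595 higher, and without RA WT replicate 3 the number lower was 1009. The transcripts that rose with RA and were lower in the KO numbered 764, of 691 gene symbols. These CKM–MED-dependent genes were 22.5% of the transcripts that rose and 46.7% of those lower in the KO. The RA WT libraries enter both comparisons, which alone produces opposite changes. Independent calls would share 371 transcripts, a number that leaves this out. Among transcripts lower in the KO at an unadjusted p under 0.05, 43.9% had also risen at an unadjusted p under 0.05. This share was 21.0% in 20 simulations that drew ESC, RA WT and RA KO values around the same means. In these simulations, without induction or KO effect, sharing alone gave a mean overlap of 81.85 transcripts at that threshold. Independent results would give 10.0 there. Pearson's correlation of the changes across transcripts, which are not independent replicates, was −0.17 against −0.51 in the simulations. A real induction alters what sharing gives, and the simulations hold none. Neither comparison therefore tells how much of the observed overlap or correlation comes from sharing. The median log2 fold change of the 764 transcripts in the KO was −1.38, and the median over the list per library was 5.49 ± 0.19 in ESCs, 7.91 ± 0.40 in RA WT and 6.48 ± 0.32 in RA KO (log2, SD, n = 4 each). The list was selected on this difference, so its median is no separate test.

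With the RA WT libraries divided so that replicates 1 and 2 entered one comparison and replicates 3 and 4 the other, the list held 260 transcripts, of which 256 were among the 764. With factors from the spike-in read totals it held 370, of which 365 were among the 764. Without RA WT replicate 3 it held 375, and without RA WT replicate 1 it held 464.

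Among the genes with the largest decrease, *Tdh* (NM_021480, chromosome 14 from 63492347 to 63509092) had 56.7 ± 15.1 normalized reads in the KO and 744 ± 337 in RA WT (SD, n = 4 each), a log2 fold change of −3.61 (SE 0.29, adjusted p = 1.2e-08, limma-trend). *Cubn* changed by −3.47 and *Ugt1a1*, whose reads can be shared with *Ugt1a2* and *Ugt1a5*, by −3.36 on the log2 scale.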

Based on this analysis, 631 CKM–Mediator-dependent genes (fold change of > 1.5, adjusted *P* value < 0.05) were identified (Fig. 4b and Extended Data Fig. 4c). Importantly, these genes also showed cPRC1 enrichment at their promoters in ESCs and PRC1 occupancy tended to be reduced following RA treatment (Extended Data Fig. 4d,e). To determine whether cPRC1 and its capacity to mediate chromosomal interactions enables gene induction by CKM-Mediator, we depleted cPRC1 and induced differentiation (Fig. 4c and Extended Data Fig. 4f,g). 

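The cPRC1 cKO line lacks *Pcgf4* and loses floxed *Pcgf2* sequence with 4-hydroxytamoxifen. It was analysed in the same design, with 4 libraries each of untreated ESCs, RA WT cells, and RA KO cells treated with 800 nM 4-hydroxytamoxifen for 72 h. Recovered reads per library ranged from 11696902 to 13644565 in ESCs (median 13003497), from 9743067 to 15626330 in RA WT (median 11917940), and from 9373104 to 14017467 in RA KO (median 12306106). *Pcgf2* (NM_001163307, chromosome 11 from 97688823 to 97699384) had 1205 ± 230 normalized reads in the libraries labelled cPRC1 KO and 831 ± 169 in RA WT (SD, n = 4 each), a log2 fold change of 0.54 (adjusted p = 0.655, limma-trend). *Bmi1*, the symbol under which the annotation lists *Pcgf4* (NM_007552), had 342 ± 56.3 and 260 ± 39.3 normalized reads in these groups (SD, n = 4 each), although the line is described as lacking the gene. Reads over a whole gene therefore do not check these labels either.

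RA raised 2812 of 14727 tested transcripts in this line and lowered 3173, with 7469 at an unadjusted p under 0.05. It raised 3295 and lowered 2620 after TMM normalization, and 3195 and 1674 with factors from the spike-in read totals. *Cyp26a1* rose by 10.45 on the log2 scale, *Hoxc8* was at least 220-fold and *Hoxa9* at least 169-fold higher, and *Nphs1*, *Inhbb* and *Lrrc2* changed by −7.17, −6.84 and −6.67.

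In the libraries labelled cPRC1 KO after RA, 49 of 14794 transcripts were higher and 19 lower than in RA WT, and 752 had an unadjusted p under 0.05. In this comparison libraries with the same replicate number deviated together, and with the replicate number as a term in the fit 108 transcripts were higher and 37 lower, which included all of the 49 and the 19. Single libraries decided much of these counts. The number of higher transcripts lay between 14, without RA WT replicate 2 or without RA KO replicate 4, and 125, without RA WT replicate 4. The number of lower transcripts lay between 2, without RA WT replicate 2, and 31, without RA WT replicate 1. After TMM normalization, 84 were higher and 46 lower, of which 38 and 16 were among the calls above, and with factors from the spike-in read totals 25 and 2, all among them. *Tfap2a* (NM_001122948, chromosome 13 from 40715303 to 40730457, overlapping *Gm26688* on the other strand) rose from 58.8 ± 15.3 to 164.4 ± 33.3 normalized reads (SD, n = 4 each), a log2 fold change of 1.48 (SE 0.28, adjusted p = 0.000252, limma-trend). *5830418P13Rik*, which overlaps *Bfsp2* on the other strand, and *A930011O12Rik* rose by 1.37 and 1.30. *Dach1* (NM_001038610, chromosome 14 from 97786846 to 98169765) fell from 1002 ± 429 to 373 ± 60.5 (SD, n = 4 each), a log2 fold change of −1.35 (SE 0.23, adjusted p = 2.5e-05, limma-trend), and *Cyp1b1* changed by −1.34. The calls of *Tfap2a*, *5830418P13Rik*, *Dach1* and *Cyp1b1* were lost when all groups of the line shared 1 fit, and that of *A930011O12Rik* was lost without RA WT replicate 2 (1.19).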

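Of the 764 CKM–MED-dependent transcripts, 735 passed the filter in the comparison of cPRC1 KO with RA WT. Their median log2 fold change was −0.13. The median over the list per library was 7.57 ± 0.30 in cPRC1 KO (7.28 to 7.86) and 7.70 ± 0.38 in RA WT (7.27 to 8.19, SD, n = 4 each), a difference within the spread between replicates (two-sided exact permutation test, p = 0.657; adjusted over 39 tests of list medians, p = 0.966). Part of this spread is one of scaling between libraries. In log2 normalized reads per kb, TMM normalization lowered the SD from 0.36 to 0.13 in RA WT and from 0.30 to 0.10 in cPRC1 KO. The list values were 2.11 before and 2.09 after it in RA WT, and 1.96 and 1.95 in cPRC1 KO. The permutation test also leaves out the replicate number, so it cannot exclude a small decrease. In ESCs of this line the median over the list per library was 5.80 ± 0.19, over the 715 transcripts tested in the RA induction. Over those transcripts RA WT had 7.78 ± 0.41 (SD, n = 4 each). Leaving out 1 library at a time, the median change in cPRC1 KO lay between −0.27 and 0.03, the last without RA WT replicate 4. Below 0 lay 473 of the 735 transcripts, which is 64.4%, against 52.5% of all transcripts tested. For the 536 that also rose with RA in this line the median change was −0.17, with 69.4% below 0 (difference of the library medians −0.16, exact p = 0.657).

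Of the 735, 9 were called lower in cPRC1 KO and 1 was called higher, 86 were lower at an unadjusted p under 0.05, and 21 were lower and 8 higher when adjusted over the list alone, a list made from other libraries. With the list made again under each setting, 24 were lower with the replicate number in the fits, including all 9, and 22 after TMM normalization, of which 7 were among the 9. Without RA WT replicate 1 the number was 18. It was 0 without RA WT replicate 2 (58 at an unadjusted p under 0.05) and 0 without RA KO replicate 1 (47 at an unadjusted p under 0.05), 4 without RA WT replicate 4 or RA KO replicate 2, and 3 without RA KO replicate 4. In simulated libraries of this line the test recovered 89.0% of 200 genes changed 2-fold or 4-fold, and 79.4% of those changed 2-fold. Smaller changes were not simulated, so low power for them can still account for few calls here.

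*Car10* (NM_028296, chromosome 11 from 93099290 to 93601751) had 87.0 ± 25.0 normalized reads in cPRC1 KO and 219 ± 106 in RA WT (SD, n = 4 each), a log2 fold change of −1.27 (SE 0.27, adjusted p = 0.0016, limma-trend), against −1.59 in CKM–MED KO. *Nrg3* (NM_001190187, chromosome 14 from 38368951 to 39473088, overlapping *Nrg3os* on the other strand) changed by −1.12 in cPRC1 KO and by −2.18 in CKM–MED KO. The corresponding values were −0.98 and −1.99 for *Col1a2*, −1.45 and −2.51 for *Tox*, and −0.93 and −1.06 for *Zfhx4*, which overlaps *2700069I18Rik* on the other strand. In cPRC1 KO, the calls of *Car10* and *Nrg3* were lost without RA WT replicate 2 (−1.27 and −1.12) and without RA KO replicate 1 (−1.03 and −0.85). Leaving out 1 library at a time removed the call of *Tox* in 4 of 8 fits (−1.63 to −1.27 over all 8), of *Col1a2* in 5 (−1.09 to −0.86) and of *Zfhx4* in 5 (−1.07 to −0.73). In CKM–MED KO, *Tox* was no longer called without RA WT replicate 3 (−2.43).

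**Figure D1:**
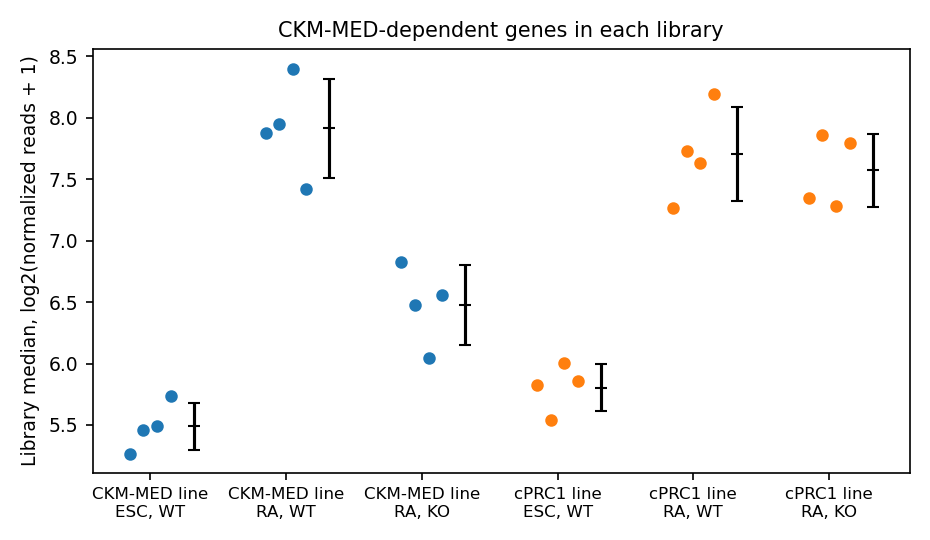
Median over the CKM–MED-dependent genes in each library, as log2(normalized reads + 1), for ESC, RA WT and RA KO libraries of the CKM–MED cKO line (blue) and the cPRC1 cKO line (orange), with the mean and SD of the 4 libraries in black. In the CKM–MED cKO line the RA KO libraries lie below all RA WT libraries, and in the cPRC1 cKO line they lie between 7.28 and 7.86, within the range of RA WT from 7.27 to 8.19.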

On average, CKM–Mediator-dependent genes induced normally in the absence of cPRC1 (Fig. 4d,e and Extended Data Fig. 4h), with only 18 of these genes showing a significant decrease in activation (Extended Data Fig. 4h,i). Therefore, while CKM–Mediator contributes to gene induction, it does not seem to do so through a cPRC1-dependent mechanism.

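The change in CKM–MED KO and the change in cPRC1 KO were compared directly over 14580 transcripts tested in both lines. Of these, 1535 differed at an adjusted p under 0.05 (difference of the limma-trend changes), 965 with the more negative change in CKM–MED KO and 570 with the more positive. After TMM normalization these numbers were 1727 and 1785, so the larger number of negative differences depends on the scaling. It was also absent without CKM–MED RA WT replicate 3 (705 and 771) and without cPRC1 RA WT replicate 1 (743 and 743). Of the 735 CKM–MED-dependent transcripts, 406 were more negative in CKM–MED KO, and of the 9 also lower in cPRC1 KO, 1 was. For the list as a whole, the difference between the lines in the change of the library medians was −1.31 on the log2 scale (two-sided exact permutation within each line, p = 0.0343; adjusted over 7 lists compared, p = 0.048). Parts of this difference follow from how the list was made, since its members were selected as lower in CKM–MED KO. When the replicate numbers were kept together, the exact sign-flip p was 0.102. This test says little, since within 1 line of 4 pairs the smallest two-sided sign-flip p is 0.125. It also pairs the CKM–MED cKO libraries, which were otherwise not treated as pairs. Leaving out 1 library at a time gave differences between −1.47 and −1.14, and in 9 of these 16 fits the exact p was over 0.05.

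A list made before these comparisons is the class of Med13-dependent induced genes in the study's list of Capture-C promoters (Supplementary Table 1), although the study may have defined it on these libraries. Its median log2 fold change was −1.35 in CKM–MED KO (difference of the library medians −1.52, two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow; adjusted over 39 tests, p = 0.111), with 100 of 111 transcripts called lower and 105 when adjusted over the list alone, which is then not independent evidence. In cPRC1 KO its median was −0.18 (difference of the library medians −0.10, exact p = 0.629), with 3 of 110 transcripts lower, and 4 lower and 1 higher when adjusted over the list alone. Over the fits without 1 library, this median ranged from −0.32 to −0.03. The difference between the lines was −1.43 (exact permutation p = 0.0216; adjusted over 7 lists, p = 0.0379; sign-flip p = 0.0938). The Med13-independent class had median changes of 0.02 in CKM–MED KO (difference of the library medians −0.03, exact p = 0.943) and −0.04 in cPRC1 KO (−0.0057, exact p = 0.971), and over the fits without 1 library the median changes ranged from −0.064 to 0.15 and from −0.19 to 0.16. From the induction of most CKM–Mediator-dependent genes without cPRC1, the paper proposes that the contribution of CKM–Mediator to induction does not run through cPRC1.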

**Fig. 4:**
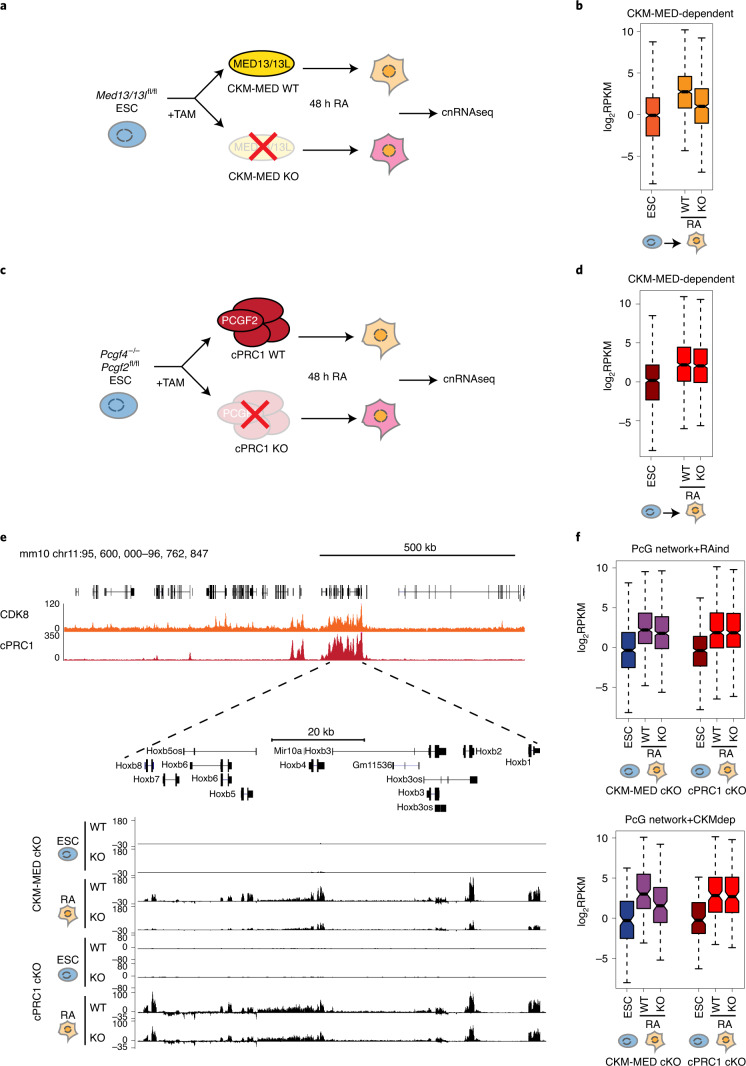
CKM–Mediator primes genes for activation during differentiation independently of cPRC1-mediated interactions. **a**, A schematic of the differentiation of WT and CKM–MED KO ESCs used for cnRNA-seq. **b**, Boxplot analysis of the expression of CKM–MED-dependent genes (*n* = 631) in WT ESCs and following RA (retinoic acid) induction (WT and CKM–MED KO). Boxes show IQR, center lines represent the median, whiskers extend by 1.5 × IQR or the most extreme point (whichever is closer to the median), whereas notches extend by 1.58 x IQR/sqrt(*n*), giving a roughly 95% confidence interval for comparing medians. **c**, A schematic of the differentiation of WT and cPRC1 KO ESCs for cnRNA-seq. **d**, As in **b** but for cPRC1 cKO cells. **e**, A screenshot showing the expression of genes within the *HoxB* cluster following RA induction of CKM–MED cKO or cPRC1 KO cells. Forward strand is shown on top and reverse strand is shown at the bottom of each track. ChIP–seq tracks for CDK8 and cPRC1 (PCGF2) enrichment are shown. **f**, Boxplot analysis of the expression of RA-induced (RA-ind) genes from the Polycomb (PcG) network (top, n=482) and CKM–Med-dependent genes from the PcG network (bottom, n=184) following RA induction of CKM–MED cKO or cPRC1 KO cells. Boxes are defined as in **a**.

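The *HoxB* list held 9 transcripts of *Hoxb1* to *Hoxb8* on chromosome 11, from *Hoxb8* (start 96281905) to *Hoxb1* (end 96368253). In CKM–MED KO all 9 were called lower, with log2 fold changes from −2.83 to −1.08, and their median was −1.63 (difference of the library medians −1.69, two-sided exact permutation test, p = 0.0286, the smallest possible with 4 against 4; adjusted over 39 tests of list medians, p = 0.111). With factors from the spike-in read totals the median was −1.39 (difference of the library medians −1.45, exact p = 0.0571). *Hoxb5* (NM_008268) had 93.3 ± 5.81 normalized reads in CKM–MED KO and 604 ± 238 in RA WT (SD, n = 4 each), a log2 fold change of −2.58 (SE 0.27, adjusted p = 5.9e-07, limma-trend).

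In cPRC1 KO, 8 of the 9 lay below 0, from −0.73 to 0.14, with a median of −0.43 (difference of the library medians −0.28, exact p = 0.171). None was called lower, 4 were lower at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. The largest change was that of *Hoxb6* (NM_008269), with 254 ± 32.5 normalized reads in cPRC1 KO and 424 ± 66.0 in RA WT (SD, n = 4 each; adjusted p = 0.193, limma-trend). *Hoxb6* was called lower after TMM normalization. The change differed between the lines for 7 of the 9 transcripts. As a list the cluster differed by −1.41 (exact permutation p = 0.0469), which did not pass after adjustment over the 7 lists compared (exact p = 0.0548). *Hoxb9*, at the end of the cluster but outside this list, changed by −0.64 in CKM–MED KO (adjusted p = 0.0696, limma-trend) and by −0.40 in cPRC1 KO, neither of which was called. In CKM–MED KO it was called without RA WT replicate 4 (−0.68) and without RA KO replicate 4 (−0.74).

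**Figure D2:**
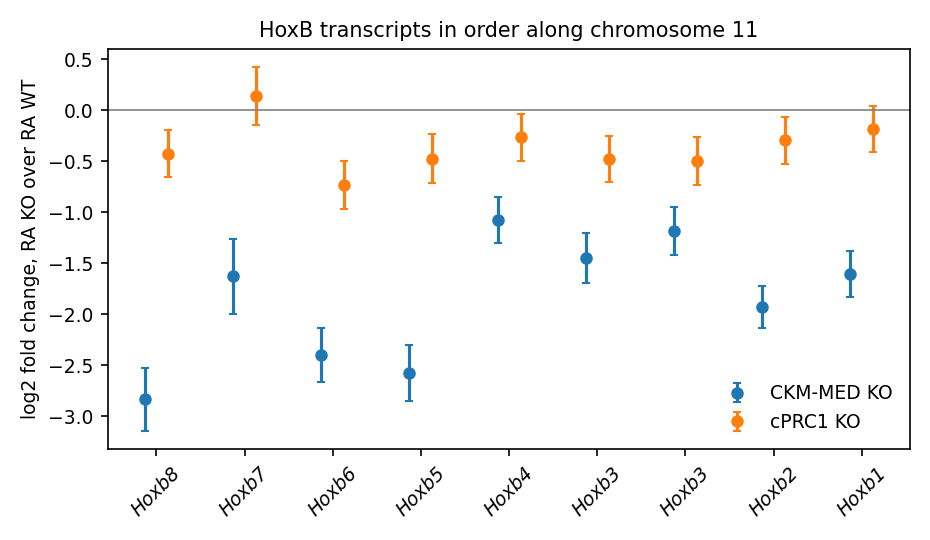
Log2 fold change of RA KO over RA WT for each *HoxB* transcript in order along chromosome 11, in the CKM–MED cKO line (blue) and the cPRC1 cKO line (orange), with bars of 1 standard error from limma-trend. The changes lie between −2.83 and −1.08 in CKM–MED KO and between −0.73 and 0.14 in cPRC1 KO.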

This finding prompted us to investigate more generally whether cPRC1 has a role in gene induction during differentiation, particularly of genes that engage in interactions. Therefore, our analysis was extended to include RA-induced genes that are part of a previously described Polycomb interaction network in ESCs (*n* = 482) (Extended Data Fig. 4j,k)^19^. Interactions between RA-induced genes were lost in the absence of cPRC1, including interactions with poised enhancers (Extended Data Fig. 4l,m). However, as with CKM–Mediator-dependent genes, this had minimal effect on gene induction (Fig. 4e,f and Extended Data Fig. 4n). In contrast, we identified 184 genes within the Polycomb interaction network that rely on CKM–Mediator for induction (Fig. 4f). Therefore, CKM–Mediator has an essential role in gene activation during differentiation, independent of cPRC1-mediated chromosomal interactions. Furthermore, cPRC1 does not poise genes for activation during differentiation, despite its role in enabling interactions between gene promoters and other regulatory elements in ESCs.

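Over all transcripts that rose with RA, the change in cPRC1 KO was also small. The transcripts that rose in the CKM–MED cKO line had a median log2 fold change of −0.07 in cPRC1 KO (difference of the library medians −0.08, two-sided exact permutation test, p = 0.771), and this median was 0.01 with factors from the spike-in read totals and 0.07 without RA WT replicate 4. Of those that rose in the cPRC1 cKO line itself, 19 were lower in cPRC1 KO. These 19 were all of the transcripts called lower, against 3.68 for independent calls. The induction and the KO comparison share the RA WT libraries. Among transcripts lower in cPRC1 KO at an unadjusted p under 0.05, 77.7% had also risen at an unadjusted p under 0.05. This share was 21.8% in 20 simulations that drew ESC, RA WT and RA KO values around the same means. Pearson's correlation of the changes across all transcripts was −0.35 against −0.50 in the simulations. Unlike the data, the simulations hold no induction, so neither comparison tells how much sharing alone gives here. With the replicate number in the fit, 35 of the induced transcripts were lower. It was 44 after TMM normalization and 119 with both. It was 2 with factors from the spike-in read totals, and 0 when all groups of the line shared 1 fit (135 at an unadjusted p under 0.05). Between 2 and 22 were lower in fits that each left out 1 library, with 2 without RA WT replicate 2. Members of the Polycomb interaction network could not be separated out, since that gene list was not used here. The paper states that cPRC1 does not poise genes for activation during differentiation.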

### CKM–Mediator primes genes by enabling core Mediator binding

CKM–Mediator is essential for enabling cPRC1 to create interactions between Polycomb domain-associated gene regulatory elements, but these interactions are dispensable for gene induction during differentiation. In the absence of a pre-formed interaction mechanism for priming, we hypothesized that CKM–Mediator may prime genes for activation during differentiation by more directly influencing the function of the core Mediator^71–73^. To investigate this possibility, we engineered an epitope tag into the endogenous *Med14* gene, which is a structural subunit of the core Mediator (Extended Data Fig. 5a-c). Addition of the epitope tag did not interfere with CKM–Mediator complex formation (Extended Data Fig. 5d) and, therefore, enabled us to carry out ChIP–seq analysis and examine core Mediator occupancy in ESCs and during differentiation. Despite high levels of CDK8 binding at the promoters of CKM–Mediator-dependent genes (Fig. 5) and, more broadly, over Polycomb domains in ESCs (Extended Data Fig. 5e), the occupancy of MED14 at these sites was much lower than at active sites (Extended Data Fig. 5e). This suggests that, although the CKM–Mediator can bind to inactive developmental gene promoters, binding of the core Mediator may be more dynamic at these sites. Furthermore, it raised the interesting possibility that the mechanism of core Mediator binding and its stability at activated sites could change during the process of gene activation, so that it enters into a state that relies less on the CKM for engagement, as has been suggested previously^58^.

**Fig. 5:**
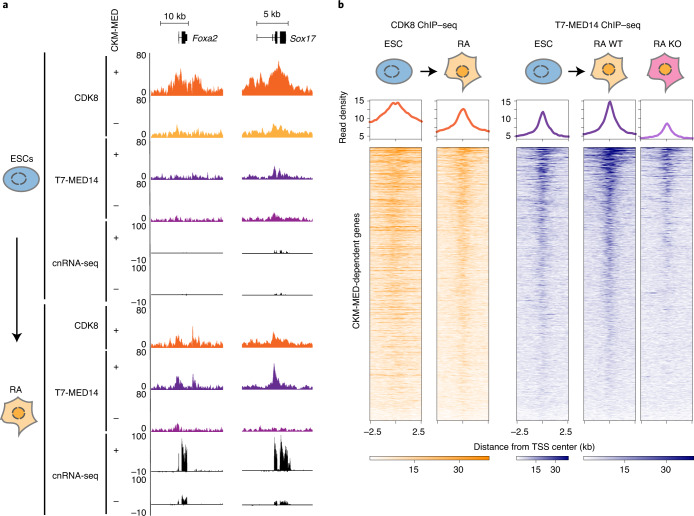
CKM–Mediator enables gene induction via recruitment of the Mediator complex. **a**, A genomic snapshot of two CKM–Mediator-dependent genes, showing CDK8 and T7-MED14 ChIP–seq and cnRNA-seq in WT (+) and CKM–MED KO (-) ESCs (top) and following RA induction (bottom). **b**, Heatmaps showing CDK8 and T7-MED14 ChIP–seq signal at promoters (TSS±2.5 kb) of CKM–MED-dependent genes in ESCs and following RA induction (*n* = 631). T7-MED14 signals are shown for WT and CKM–Mediator KO RA-induced cells. Genes are sorted by decreasing T7-MED14 signal in RA-treated cells. Metaplots showing read density are shown on the top of each heatmap.

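*Foxa2* (NM_001291067, chromosome 2 from 148042877 to 148045464) rose in the CKM–MED cKO line from 9.94 ± 7.13 normalized reads in ESCs to 412 ± 102 after RA (SD, n = 4 each), a log2 fold change of 5.42 (SE 0.37, adjusted p = 2.9e-12, limma-trend). In CKM–MED KO after RA it had 128 ± 20.9, a change of −1.67 from RA WT (SE 0.23, adjusted p = 1.9e-05, limma-trend). *Sox17* (NM_001289464, chromosome 1 from 4490928 to 4497354) rose from 33.2 ± 14.0 to 726 ± 286 (SD, n = 4 each), a log2 fold change of 4.41, and had 100.0 ± 34.3 normalized reads in the KO (SD, n = 4), a change of −2.83 (SE 0.28, adjusted p = 2.7e-07, limma-trend). In every KO library both genes lay below every RA WT library. The changes in cPRC1 KO were −0.18 for *Foxa2* and −0.29 for *Sox17*, neither of which was called. ESC KO libraries were not analysed here.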

Based on these observations, we were keen to examine core Mediator association with these sites during differentiation. During the transition to an active state, promoters of CKM–Mediator-dependent genes showed reduced levels of CDK8 binding, and they accumulated more MED14 (Fig. 5 and Extended Data Fig. 5f,g). We then asked whether the CKM module was required for this increased association of the core Mediator during differentiation^12,13,58^. Indeed following RA induction, promoters of CKM–Mediator-dependent genes do not acquire more MED14 in the absence of the CKM module (Fig. 5a,b and Extended Data Fig. 5g), consistent with these genes failing to induce appropriately (Fig. 4). Therefore, we propose that the CKM module primes genes for induction, not by pre-forming 3D gene regulatory interactions through the Polycomb system, but instead by enabling efficient engagement of the core Mediator at target gene promoters to support transcription activation during differentiation.

## Discussion

To define the extent to which interactions between gene regulatory elements are required for controlling gene expression has been challenging. This is due to the fact that many of the proteins and complexes that are proposed to enable these interactions are also known to have direct roles in controlling transcription at gene promoters. Here, we show that CKM–Mediator contributes very little to 3D genome organization in ESCs but is specifically required for interactions between Polycomb-bound gene regulatory elements (Fig. 1). These interactions do not rely directly on a CKM–Mediator-based bridging mechanism (Fig. 3), but instead CKM–Mediator controls binding of the cPRC1 complex (Fig. 2) to enable interactions between Polycomb domains (Fig. 3). By removing cPRC1, we specifically disrupt these interactions and reveal that CKM–Mediator is still able to prime genes for activation during differentiation (Fig. 4) through supporting recruitment of the core Mediator to gene promoters (Fig. 5). Therefore, CKM–Mediator primes genes for activation during differentiation by supporting recruitment of the core Mediator.

Physical interactions between gene regulatory elements are thought to enable gene expression^32,44,74,75^. In line with this concept, it has been proposed that, through the function of Polycomb and/or CKM–Mediator complexes, pre-formed interactions that tether silent developmental genes and other regulatory elements in stem cells may render genes poised or primed for activation during differentiation^32–34,44,76,77^. Here, we demonstrate that pre-formed interactions between gene regulatory elements co-occupied by CKM–Mediator and cPRC1 rely on cPRC1, and that the binding of cPRC1 is regulated by CKM–Mediator. Although the precise mechanisms through which CKM–Mediator facilitates cPRC1 binding to create interactions remain an open question for further study this realization allowed us to create a separation-of-function scenario whereby we could disrupt pre-formed interactions by removing cPRC1 yet leave CKM–Mediator intact. Importantly, in the context of these experiments, we find no evidence to suggest that pre-formed regulatory interactions play a prominent role in priming genes for activation during differentiation. Consistent with these findings, studies have shown that cPRC1 does not contribute to gene regulation during embryoid body formation in vitro^18^, and cPRC1-null mice develop normally until 8.5 dpc, by which point a host of key developmental gene expression transitions have already been completed^78,79^.

Instead, we find that the CKM–Mediator appears to have a more direct role in priming genes for induction during differentiation by ensuring appropriate association of the core Mediator complex during activation. This priming is likely to involve FBXL19, which physically interacts with CKM–Mediator and recruits CKM–Mediator to silent developmental gene promoters by binding to CpG-island DNA^55^. We speculate that pre-binding of CKM–Mediator might provide transcriptional activators with a localized pool of core Mediator that can be co-opted to support the timely induction of silent developmental genes during cellular differentiation. However, other related models could be envisaged that explain the mechanics of priming, including transcriptional activators evicting the CKM from pre-bound CKM–Mediator to enable transition of silent developmental genes into an activated state. Given the dynamic nature of these systems in vivo^80,81^, it is extremely difficult to distinguish between these related yet distinct biochemical models. In future work, kinetic experiments using rapid degron approaches may help to resolve these points and also provide insight into how CKM–Mediator influences cPRC1 binding. However, consistent with the requirement for pre-binding of CKM–Mediator in priming genes for induction, removal of FBXL19 causes a reduction in CKM binding at silent developmental gene promoters and, similarly to CKM–Mediator removal, renders them less competent for induction during differentiation^55^. Furthermore, mice deficient for CKM subunits display pre-implantation lethality, consistent with an essential role in early developmental gene expression transitions^82–84^. As such, CKM–Mediator appears to function to prime genes for induction through supporting core Mediator acquisition at gene promoters during gene induction, not through mechanisms that create pre-formed regulatory element interactions.

These new findings raise the important question of why CKM–Mediator regulates cPRC1 binding to create interactions between silent gene regulatory elements if this is not related to its role in priming genes for induction during differentiation. A hint as to why this might be important comes from genetic screens in Drosophila, in which the CKM–Mediator complex components MED12 and MED13 were identified as Polycomb group genes that enable the long-term maintenance of Hox gene repression^85^. In agreement with a potential repressive role for CKM–Mediator at Polycomb target genes, it was recently shown that the CDK8 component of the CKM–Mediator complex has important roles in maintaining X-chromosome inactivation in mice^86^ and that CDK8 absence leads to loss of Polycomb-mediated gene silencing^86,87^. Interestingly, in both of these scenarios, CKM–Mediator and Polycomb appear to maintain repression in more differentiated cells, whereas, in contrast, cPRC1 disruption has little effect on the maintenance of Polycomb target gene repression in ESCs^18,59,88^. As such, we envisage that the role that CKM–Mediator plays in regulating cPRC1 occupancy to create long-range interactions between silent regulatory elements may be particularly important in maintaining long-term gene repression in more differentiated cell types, yet contribute less to gene repression in rapidly dividing stem cells. This is consistent with the observation that cPRC1-deficient mice display inappropriate maintenance of Polycomb target gene repression and lethality in later embryonic stages^78,79^.

Based on its seemingly distinct roles in gene regulation, we propose that CKM–Mediator may play a ‘yin-and-yang’ role in controlling expression. We hypothesize that during early developmental stages CKM–Mediator associates with silent developmental gene promoters to support gene induction during differentiation by helping to enable core Mediator binding during the transition to an activated state. However, in the absence of an activation signal at later developmental stages, the distinct role of CKM–Mediator in enabling cPRC1 binding to create interactions with other silent Polycomb-occupied regulatory sites could predominate to help maintain long-term gene repression. As such, distinct CKM–Mediator functions could play important and complementary roles in supporting developmental gene regulation. In future work, it will be important to test these new models for CKM–Mediator function in appropriate mouse developmental model systems.

In summary, we show that CKM–Mediator is essential for regulating interactions between Polycomb domains. However, these interactions contribute little to gene activation during differentiation. Instead, we show that CKM–Mediator primes genes for induction during differentiation by supporting core Mediator binding to promoters during gene activation.

## Methods

### Cell culture

Mouse ESCs were cultured on gelatin-coated dishes (Sigma-Aldrich) in DMEM (Thermo Fisher Scientific) supplemented with 15% fetal bovine serum (BioSera), 2mM L-glutamine, 0.5 mM beta-mercaptoethanol, 1× non-essential amino acids, 1× penicillin-streptomycin solution (Thermo Fisher Scientific) and 10 ng ml^-^^1^ leukemia-inhibitory factor (produced in-house). *Med13/13l*^fl/fl^ ERT2-Cre^55^ and *Pcgf4*^−/−^*/Pcgf2*^fl/fl^ ERT2-Cre ESCs^59^ were treated with 800 nM 4-hydroxytamoxifen (Sigma-Aldrich) for 96 h and 72 h, respectively. For RA differentiation of ESCs, 4 × 10^6^ ESCs were allowed to attach to gelatinized 15 cm dishes for 6–8 h and treated with 1 µM all-*trans* retinoic acid (Sigma-Aldrich) in EC-10 medium (DMEM supplemented with 10% fetal bovine serum, L-glutamine, beta-mercaptoethanol, non-essential amino acids and penicillin-streptomycin) for 48 h. TOT2N E14 ESCs used for TetR targeting experiments were previously described^69^. To generate TetR-CDK8 TOT2N ES lines, TOT2N E14 ESCs were transfected using Lipofectamine 2000 (Thermo Fisher Scientific) following the manufacturer’s instructions. Stably transfected cells were selected for 10 days using 1 μg ml^-^^1^ puromycin, and individual clones were isolated and expanded in the presence of 1 μg ml^-^^1^ puromycin to maintain transgene expression. HEK293T cells, used for calibration of crosslinked cChIP–seq experiments, were cultured in EC-10 media. All mammalian cell lines were cultured at 37 °C and 5% CO_2_. SG4 *Drosophila* cells, used for calibration of ncRNA-seq and native ChIP–seq experiments, were grown at 25 °C in Schneider’s medium (Thermo Fisher Scientific) supplemented with 10% heat-inactivated fetal bovine serum (BioSera) and penicillin-streptomycin. All cell lines generated and grown in the Klose Lab were routinely tested for mycoplasma infection.

### Generation of the MED14-T7 *Med13/13l*^*f*l/fl^ ESC line

To allow for efficient chromatin immunoprecipitation of MED14, we introduced an amino-terminal 3xT7-2xStrepII-FKBP12 tag to the endogenous *Med14* gene. The tag was synthesized by GeneArt (Thermo Fisher Scientific). The targeting construct was generated by Gibson assembly (Gibson Assembly Master Mix kit, New England Biolabs) of the PCR-amplified tag sequence and roughly 520 bp homology arms surrounding the ATG start codon of the *Med14* gene, amplified from mouse genomic DNA.

The pSptCas9(BB)-2A-Puro(PX459)-V2.0 vector was obtained from Addgene (no. 2988) and the sgRNA was designed using the CRISPOR online tool (http://crispor.tefor.net/crispor.py). The targeting construct was designed such that the endogenous ATG sequence is absent, and the Cas9 recognition site is disrupted by the insertion of the tag. ESCs were transfected in a single well of a 6-well plate with 0.5 µg Cas9 guide plasmid and 2 µg targeting construct plasmid using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s guidelines. The day after transfection, cells were passaged at a range of densities and subjected to puromycin selection (1 μg ml^-^^1^) for 48 h. Approximately 7–10 days following transfection, individual clones were isolated, expanded and PCR-screened for the homozygous presence of the tag.

### Preparation of nuclear extracts and Western blot analysis

Collected cells were resuspended in 10 × pellet volume (PV) of Buffer A (10 mM Hepes pH 7.9, 1.5 mM MgCl2, 10 mM KCl, 0.5 mM DTT, 0.5 mM PMSF, cOmplete protease inhibitor cocktail (Roche)) and incubated for 10 min at 4 °C with slight agitation. After centrifugation, the cell pellet was resuspended in 3× PV Buffer A containing 0.1% NP-40 and incubated for 10 min at 4 °C with slight agitation. Nuclei were recovered by centrifugation and the soluble nuclear fraction was extracted for 1 h at 4 °C with slight agitation using 1× PV Buffer C (10 mM Hepes pH 7.9, 400 mM NaCl, 1.5 mM MgCl2, 26% glycerol, 0.2 mM EDTA, cOmplete protease inhibitor cocktail). Protein concentration was measured using the Bradford assay (BioRad).

Nuclear extract samples were mixed with 1× SDS loading buffer (2% SDS, 0.1 M Tris pH 6.8, 0.1 M DTT, 10% glycerol, 0.1% bromophenol blue) and placed at 95 °C for 5 min. Between 25–35 μg of nuclear extract was separated on home-made SDS-PAGE gels or NuPAGE 3–8% Tris-acetate gels (Life Technologies, for large Mediator subunits). Gels were blotted onto nitrocellulose membranes using the Trans-Blot Turbo transfer system (BioRad). Antibodies used for Western blot analysis were rabbit polyclonal anti-MED13L (A302-420A, Bethyl laboratories), rabbit polyclonal anti-MED13 (GTX129674, Genetex), rabbit monoclonal anti-CDK8 (ab229192, Abcam), rabbit polyclonal anti-CCNC (A301-989A, Bethyl laboratories), rabbit polyclonal anti-MED1 (A300-793A, Bethyl laboratories), rabbit polyclonal anti-MED15 (A302-422A, Bethyl laboratories), rabbit polyclonal anti-MED23 (A300-425A, Bethyl laboratories), rabbit polyclonal anti-MED17 (GTX115241, Genetex), rabbit polyclonal anti-MED14 (A301-044A-T, Bethyl laboratories), rabbit monoclonal anti-RING1B (5694, Cell Signaling), rabbit monoclonal anti-SUZ12 (3737, Cell Signaling), rabbit polyclonal anti-PCGF2 (sc-10744, Santa Cruz), rabbit monoclonal anti-T7-Tag (D9E1X, 13246, Cell Signaling), mouse monoclonal anti-TBP (ab818, Abcam), rabbit monoclonal anti-HDAC1 (ab109411, Abcam), and mouse monoclonal anti-Flag (F1804, Sigma). Images were analyzed using Image Studio v5.2 (LI-COR).

### Co-immunoprecipitation of the CKM–Mediator complex

For purification of the CKM–Mediator complex from wild type or tamoxifen-treated *Med13/13l*^fl/fl^ ESCs, 600 µg of nuclear extract was diluted in BC150 buffer (50 mM Hepes pH 7.9, 150 mM KCl, 0.5 mM EDTA, 0.5 mM DTT, cOmplete protease inhibitor cocktail (Roche)). Samples were incubated with 5 µg CDK8 antibody (A302-500A, Bethyl laboratories) and 25 units benzonase nuclease (Millipore) overnight at 4 °C. For purification of T7-MED14, 5 μl T7-Tag antibody (D9E1X, 13246, Cell Signaling) and 25 units benzonase nuclease were used. Protein A agarose beads (RepliGen) were blocked for 1 h at 4 °C in Buffer BC150 containing 1% fish skin gelatin (Sigma) and 0.2 mg ml^-1^ BSA (New England Biolabs). The blocked beads were added to the samples and incubated for 4 h at 4 °C. Four washes for 10 min each were performed using BC150 containing 0.02% NP-40. The beads were resuspended in 2× SDS loading buffer and boiled for 5 min to elute the immunoprecipitated complexes.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as described previously^55^. In brief, 50 × 10^6^ ES cells were fixed for 45 min with 2 mM DSG (Thermo Fisher Scientific) in PBS followed by 12.5 min with 1% formaldehyde (methanol-free, Thermo Fisher Scientific). Reactions were quenched by the addition of glycine to a final concentration of 125 µM and the fixed cells were washed in ice-cold PBS and snap frozen in liquid nitrogen. 50 × 10^6^ HEK293T cells were fixed as above, snap frozen in 2 × 10^6^ aliquots and stored at −80 °C until further use.

For calibrated ChIP–seq, 2 × 10^6^ HEK293T cells were resuspended in 1 ml ice-cold lysis buffer (50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) and added to 50 × 10^6^ fixed ESCs resuspended in 9 ml lysis buffer. The cell suspension was incubated for 10 min at 4 °C. The released nuclei were washed (10 mM Tris-HCl pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) for 10 min at 4 °C. The chromatin pellet was resuspended in 1 ml of ice-cold sonication buffer (10 mM Tris-HCl pH 8, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na deoxycholate, 0.5% N-lauroylsarcosine) and sonicated for 25 cycles (30 s on and 30 s off) using a BioRuptor Pico sonicator (Diagenode), shearing genomic DNA to produce fragments between 300 bp and 1 kb. Following sonication, Triton X-100 was added to a final concentration of 1%. Two hundred and fifty µg chromatin was diluted ten-fold in ChIP dilution buffer (1% Triton X-100, 1 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl) and used in each immunoprecipitation. Three reactions per treatment condition were set up to allow for maximal DNA recovery suitable for library preparation. Chromatin was pre-cleared with protein A Dynabeads (Thermo Fisher Scientific), blocked with 0.2 mg ml^-^^1^ BSA and 50 µg ml^-^^1^ yeast tRNA and incubated with the respective antibodies overnight at 4 °C. Antibody-bound chromatin was purified using blocked protein A Dynabeads for 3 h at 4 °C. ChIP washes were performed as described previously^89^. ChIP DNA was eluted in ChIP elution buffer (1% SDS, 100 mM NaHCO3) and reverse crosslinked overnight at 65 °C with 200 mM NaCl and RNase A (Sigma). The reverse crosslinked samples were treated with 20 μg ml^-^^1^ proteinase K and purified using a ChIP DNA Clean and Concentrator kit (Zymo Research). The three reactions per treatment condition were pooled at this stage. For each sample, corresponding input DNA was also reverse crosslinked and purified. The efficiency of the ChIP experiments was confirmed by quantitative PCR. Prior to library preparation, 5–10 ng ChIP material was diluted to 50 µl in TLE buffer (10 mM Tris-HCl pH 8.0, 0.1 mM EDTA) and sonicated with a Bioruptor Pico sonicator for 17 min (30 s on and 30 s off).

The antibodies used for ChIP–seq experiments were rabbit polyclonal anti-CDK8 (A302-500A, Bethyl laboratories, 2.5 μl), rabbit monoclonal anti-RING1B (5694, Cell Signaling, 3 µl), rabbit polyclonal anti-PCGF2 (sc-10744, Santa Cruz, 3 µl), rabbit polyclonal anti-CBX7 (ab21873, abcam, 4 µl), rabbit monoclonal anti-T7-Tag (D9E1X) (13246, Cell Signaling, 3 µl). The antibodies used for ChIP-quantitative PCR for TetO targeting experiments were rabbit polyclonal anti-FS2 (produced in-house^89^, 33 µl), polyclonal anti-MED12 (A300-774A, Bethyl laboratories, 3 µl), polyclonal anti-MED1 (A300-793A, Bethyl laboratories, 3 µl), polyclonal anti-CCNC (A301-989A, Bethyl laboratories, 3 µl) and rabbit polyclonal anti-FS2 (produced in-house, 5 µl).

### Native chromatin immunoprecipitation

Native calibrated ChIP–seq for H3K27me3 was performed as described previously^59,89^. In brief, 50 × 10^6^ ESCs were mixed with 20 × 10^6^ SG4 Drosophila cells and washed with 1× PBS prior to chromatin isolation. Nuclei were released in ice-cold lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40), washed and resuspended in 1 ml ice-cold digestion buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40, 0.25 M sucrose, 3 mM CaCl2, 1× cOmplete protease inhibitor cocktail (Roche)). Chromatin was digested with 200 units MNase (Thermo Fisher Scientific) for 5 min at 37 °C, and the reaction was stopped by the addition of 4 mM EDTA pH 8.0. The samples were centrifuged at 1,500×*g* for 5 min at 4 °C, the supernatant (S1) was retained. The remaining pellet was incubated with 300 μl of nucleosome release buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.2 mM EDTA, 1× protease inhibitor cocktail (Roche)) at 4 °C for 1 h, passed five times through a 27 guage needle using a 1 mL syringe, and spun at 1,500×*g* for 5 min at 4 °C. The second supernatant (S2) was collected and combined with the corresponding S1 sample from above. Digestion to mostly mononucleosomes was confirmed on a 1.5% agarose gel. The prepared native chromatin was aliquoted, snap frozen in liquid nitrogen, and stored at −80 °C until further use. ChIPs were performed as described previously^59^, using 5 µl of H3K27me3 antibody prepared in-house.

### Calibrated nuclear RNA-seq

Nuclear RNA sample preparation was performed using 20 × 10^6^ ES or RA-treated cells and 8 × 10^6^ SG4 Drosophila cells, as described previously^59^. RNA was isolated from purified nuclei using a RNeasy RNA extraction kit (Qiagen), and genomic DNA contamination was depleted using a TURBO DNA-free Kit (Thermo Fisher Scientific). The quality of RNA was assessed using a 2100 Bioanalyzer RNA 6000 Pico kit (Agilent). All cnRNA-seq experiments were performed in biological quadruplicates.

### Library preparation and high-throughput sequencing

All cChIP–seq experiments were performed in biological triplicates. All ncRNA-seq experiments were performed in biological quadruplicates. Libraries for cChIP–seq and native cChIP–seq were prepared from 5–10 ng of ChIP and corresponding input DNA samples using a NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs), following the manufacturer’s guidelines. For ncRNA-seq, RNA samples (800 ng) were depleted of ribosomal RNA using the NEBNext rRNA Depletion kit (New England Biolabs). RNA-seq libraries were prepared using the NEBNext Ultra Directional RNA Library Prep kit (New England Biolabs). Samples were indexed using NEBNext Multiplex Oligos (New England Biolabs). The average size and concentration of all libraries were analyzed using the 2100 Bioanalyzer High Sensitivity DNA Kit (Agilent) followed by qPCR using SensiMix SYBR (Bioline, UK) and KAPA Illumina DNA standards (Roche). Libraries were sequenced as 40 bp paired-end reads on Illumina NextSeq 500 platform.

### Massively parallel sequencing, data processing and normalization

For cChIP–seq, paired-end reads were aligned to concatenated mouse and spike-in genomes (mm10 + hg19 for crosslinked cChIP–seq and mm10 + dm6 for native cChIP–seq) using Bowtie 2 (ref. ^90^) with the ‘–no-mixed’ and ‘–no-discordant’ options specified. Reads that were mapped more than once were discarded, followed by removal of PCR duplicates using Sambamba^91^.

For cnRNA-seq, paired-end reads were first aligned using Bowtie 2 (with ‘–very-fast,’ ‘–no-mixed’ and ‘–no-discordant’ options) against the concatenated mm10 and dm6 rRNA genomic sequences (GenBank: BK000964.3 and M21017.1) to filter out reads mapping to ribosomal RNA gene fragments. All unmapped reads were then aligned against the genome sequence of concatenated mm10 and dm6 genomes using STAR^92^. To improve mapping of intronic sequences of nascent transcripts abundant in nuclear RNA-seq, reads failing to map using STAR were aligned against the mm10 + dm6 concatenated genome using Bowtie 2 (with ‘-sensitive-local’, ‘–no-mixed’ and ‘–no-discordant’ options). PCR duplicates were removed using SAMTools^93^.

For visualization and annotation of genomic regions, internal normalization of cChIP–seq and ncRNA-seq experiments was performed as described previously^59^. In brief, mouse reads were randomly downsampled based on the spike-in ratio (hg19 or dm6) in each sample. To account for possible spike-in cell variation, the ratio of spike-in to mouse read counts in the corresponding ChIP inputs were used as correction factors for cChIP–seq replicates. MED14-T7 ChIP–seq was performed without spike-in normalisation. Individual replicates were compared using multiBamSummary and plotCorrelation functions from deepTools (version 3.1.1)^94^, confirming a high degree of correlation (Pearson’s correlation coefficient > 0.9). Replicates were pooled for downstream analysis. Genome-coverage tracks for visualization on the UCSC genome browser^95^ were generated using the pileup function from MACS2 (ref. ^96^) for ChIP–seq and genomeCoverageBed from BEDtools (v2.17.0) (ref. ^97^) for cnRNA-seq.

### Read count quantification and analysis

Heatmap and metaplot analysis for ChIP–seq was performed using computeMatrix and plotProfile and plotHeatmap functions from deepTools (v.3.1.1)^94^, looking at read density at Polycomb domains, CDK8 peaks or transcription start sties (TSSs) of CKM–MED-dependent genes. Intervals of interest were annotated with read counts from merged replicates, using a custom-made Perl script utilising SAMtools (v1.7) (ref. ^93^). Polycomb domains were defined in ref. ^59^. CDK8 peaks were defined in ref. ^55^. H3K27me3ac peaks were defined in ref. ^44^.

For differential gene expression analysis, read counts were obtained from the non-normalized mm10 BAM files for a non-redundant mouse gene set, using a custom-made Perl script utilizing SAMtools (v1.7) (ref. ^93^). The non-redundant mouse gene set (*n* = 20,633) was obtained by filtering mm10 refGenes for very short genes with poor sequence mappability and highly similar transcripts. 

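The deposited tables list all 20633 transcripts with their mm10 positions and RefSeq identifiers, and several symbols appear with more than 1 transcript. Values were kept per transcript, so that overlapping transcripts of a gene can hold the same reads. The 3400 transcripts that rose with RA in the CKM–MED cKO line belong to 3099 symbols.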

To identify significant changes in gene expression, a custom-made R script utilizing DESeq2 (ref. ^98^) was used. 

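DESeq2 was run on the recovered whole reads with the recovered size factors to see which design returns the deposited log2 fold changes. With the replicate number as a term, between 99.99% and 100% of the transcripts fell within 0.001 of the deposited value across the 4 comparisons. Without it, between 2.32% and 3.48% did.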

For spike-in normalization, read counts for the spike-in genome at a unique set of dm6 refGenes were supplied to calculate DESeq2 size factors which were then used for DESeq2 normalization of raw mm10 read counts, similarly to ref. ^99^. 

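The size factors recovered from the deposited values lay between 0.984 and 1.04 in all 24 libraries, a 1.05-fold range. The spike-in reads that Supplementary Table 1 lists for the same libraries differed 2.57-fold in the CKM–MED cKO line and 2.41-fold in the cPRC1 cKO line. The normalized totals per library still differed 1.59-fold and 1.67-fold. Factors computed from the spike-in totals in place of the recovered ones returned at most 0.0741% of the deposited fold changes. Read counts per spike-in gene, from which the study's factors were calculated, were not used here. The mean ratio of mouse to spike-in reads was 27.1 in ESCs, 16.1 in RA WT and 18.2 in RA KO of the CKM–MED cKO line, and 10.1, 11.0 and 11.1 in the same groups of the cPRC1 cKO line.

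**Figure D3:**
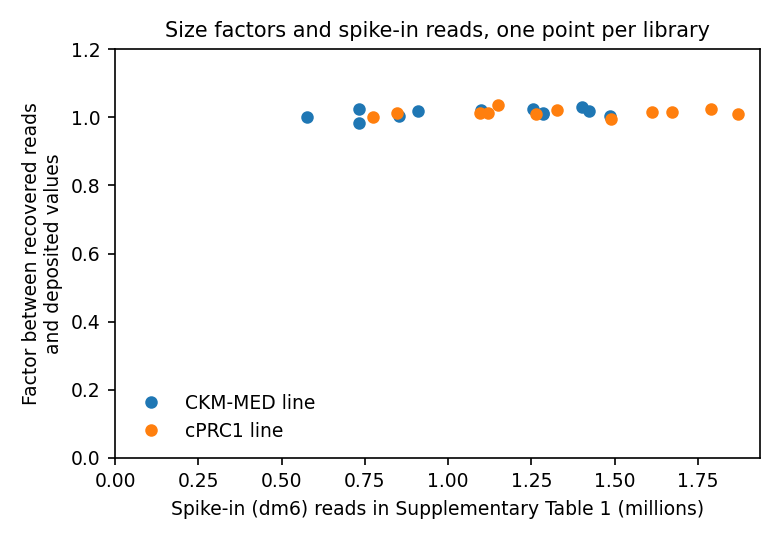
Size factor recovered from the deposited values of each library against its spike-in (dm6) reads, in the CKM–MED cKO line (blue) and the cPRC1 cKO line (orange). The factors stay between 0.984 and 1.04 while the spike-in reads differ 3.24-fold over the 24 libraries.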

For a change to be considered significant, a threshold fold change of > 1.5 and adjusted *P* < 0.05 was applied.

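At these thresholds, the fold changes and adjusted p-values the authors deposited give 3333 transcripts higher and 2663 lower after RA in the CKM–MED cKO line, of which 3109 and 2590 were also called with limma-trend. For CKM–MED KO the authors' values give 1124 higher and 1300 lower, of which 1084 and 1244 were also called. For RA in the cPRC1 cKO line they give 2802 and 2959, of which 2619 and 2864 were shared, and for cPRC1 KO 63 and 50, of which 39 and 18 were shared. The authors' calls that rose with RA and fell in CKM–MED KO are 631 transcripts of 573 symbols, and 607 of them are among the 764 called with limma-trend. Of the 631, 25 are lower in cPRC1 KO by the authors' values, and 16 when the second deposited column of fold changes is used.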

The distribution of log_2_ fold changes and normalized read counts at different genomics intervals was visualized using custom R scripts. For boxplot analyses, boxes showing interquartile range (IQR) and whiskers extending by no more than 1.5 × IQR were used.

### Hi-C library preparation and analysis

In situ Hi-C in *Med13/13l*^fl/fl^ ESCs was performed in biological duplicates as described in ref. ^100^. Hi-C libraries were sequenced on the Illumina NextSeq 500 platform as 51 bp or 40 bp paired-end reads. Hi-C sequencing data were mapped to GRCm38.p6 and processed with Hi-C-Pro 2.9 (ref. ^101^). Further data analysis was performed with GENOVA (http://www.github.com/deWitLab/GENOVA)^102^.

TAD and loop coordinates of mouse ESC samples were taken from ref. ^25^. Aggregate peak analysis (APA) and aggregate TAD analysis (ATA) were performed on 10 kb ice-normalized matrices with default parameters. Paired-end spatial chromatin analysis (PE-SCAn) between the 100 kb regions surrounding Ring1B peaks in Polycomb domains was also performed on these matrices. Super-enhancer coordinates for GRCm38.p6 were downloaded from dbSUPER^103^. PE-SCAn between the 1 Mb regions surrounding super enhancers was performed using 20 kb ice-normalized matrices, setting the top and bottom 5% values as outliers.

### Capture-C extraction protocol

Chromatin was extracted and fixed as described previously^104^. In brief, 10 × 106 mouse ESCs were trypsinized, collected in 50 ml falcon tubes in 9.3 ml medium, and crosslinked with 1.25 ml 16% formaldehyde (1.89% final concentration; methanol-free, Thermo Fisher Scientific) while rotating for 10 min at 25 °C. Cells were quenched with 1.5 ml 1 M cold glycine, washed with cold PBS and lysed for 20 min at 4 °C in lysis buffer (10 mM Tris pH 8, 10 mM NaCl, 0.2% NP-40, supplemented with cOmplete proteinase inhibitors (Roche)) prior to snap freezing in 1 ml lysis buffer on dry ice. Fixed chromatin was stored at −80 °C.

### Capture-C library construction protocol

Capture-C libraries were prepared as described previously^105^. In brief, lysates were thawed on ice, pelleted and resuspended in 650 µl 1× DpnII buffer (New England Biolabs). Three 1.5 ml tubes with 200 µl lysate each were treated in parallel with 0.28% final concentration of SDS (Thermo Fisher Scientific) for 1 h at 37 °C in a thermomixer shaking at 500 r.p.m. (30 s on/off). Reactions were quenched with 1.67% final concentration of Triton X-100 for 1 h at 37 °C in a thermomixer shaking at 500 r.p.m. (30 s on/off) and digested for 24 h with 3 × 10 µl DpnII (produced in-house) at 37 °C in a thermomixer shaking at 500 r.p.m. (30 s on/off). An aliquot from each reaction (100 µl) was taken for use as the digestion control, reverse crosslinked and visualized on an agarose gel. The remaining chromatin was then independently ligated with 8 µl T4 Ligase (240 units Thermo Fisher Scientific) in a volume of 1440 µl for 20 h at 16 °C. The nuclei containing ligated chromatin were pelleted to remove any non-nuclear chromatin and reverse crosslinked, and the ligated DNA was phenol-chloroform purified. The sample was resuspended in 300 µl water and sonicated for 13 cycles (30 s on/off) using a Bioruptor Pico (Diagenode) to achieve a fragment size of approximately 200 bp. Fragments were size-selected using AmpureX beads (Beckman Coulter) and a 0.85×/0.4× selection ratio. Two reactions of 1–5 µg DNA each were adapter-ligated and indexed using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) and NEBNext Multiplex Oligos for Illumina Primer sets 1 and 2 (New England Biolabs). The libraries were amplified with seven PCR cycles using the Herculase II Fusion Polymerase kit (Agilent). Libraries were hybridized in the following way: for each promoter containing a DpnII restriction fragment, we designed two 70 bp capture probes using the CapSequm online tool (http://apps.molbiol.ox.ac.uk/CaptureC/cgi-bin/CapSequm.cgi) with the following filtering parameters: duplicates, < 2; density, < 30; SRepeatLength, < 30; duplication, FALSE. For promoters for which no probes could be designed for the restriction fragment directly overlapping the TSS, probes were designed for the next-nearest DpnII fragment, if it was within 500 bp of the TSS. The probes were pooled at 2.9 nM each, and the samples were multiplexed en masse prior to hybridization (2 µg each, according to Qubit dsDNA BR Assay, Invitrogen). Hybridization was carried out using the Nimblegen SeqCap system (Roche, Nimblegen SeqCap EZ HE-oligo kit A no. 6777287001, Nimblegen SeqCap EZ HE-oligo kit B no 06777317001, Nimblegen SeqCap EZ Accessory kit v2 no. 07145594001, Nimblegen SeqCap EZ Hybridization and wash kit no. 05634261001), according to the Roche protocol, for 72 h followed by a 24 h hybridization (double capture). Captured libraries were quantified by qPCR using SensiMix SYBR (Bioline) and KAPA Illumina DNA standards (Roche) and sequenced on an Illumina NextSeq 500 as 40 bp paired-end reads. Libraries for Capture-C in *Med13/13l*^fl/fl^ and *Pcgf4*^*−/−*^*Pgcf2*^fl/fl^ were generated using biological triplicates (Capture set1) or biological duplicates (Capture set2, as control for captures in the TetR-fusion lines). Libraries for Capture-C in the TetR-fusion lines were generated in biological triplicates.

### Capture-C analysis

Paired-end reads were aligned to mm10 (or mm10 + BAC insert for TetR-fusion cell lines) and filtered for Hi-C artifacts using HiCUP^106^ and Bowtie 2 (ref. ^90^), with the fragment filter set to 100–800 bp. Read counts of reads aligning to captured gene promoters and interaction scores (=significant interactions) were then called by CHiCAGO^107^.

For visualisation of Capture-C data, weighted, pooled read counts from CHiCAGO data files were normalized to total read counts aligning to captured gene promoters in the sample and then to the number of promoters in the respective capture experiment and multiplied by a constant number to simplify genome browser visualization using the following formula: normCounts=1/cov*nprom*100000. Bigwig files were generated from these normalized read counts.

For comparative boxplot analysis, we first determined all interactions between promoters and a given set of intervals (that is, Polycomb domains) using a CHiCAGO score of ≥5 as a cutoff. Next, for each promoter-interval interaction, we quantified the sum of normalized read counts or CHiCAGO scores across all DpnII fragments overlapping this interval. This number was then divided by the total number of interval-overlapping DpnII fragments to obtain mean normalized read counts and scores. For boxplot analyses, boxes show IQR and whiskers show the most extreme data point, which is no more than by 1.5 × IQR.

### Statistics and reproducibility

Details of the individual statistical analyses and tests, as well as the number of biological replicates, can be found in the respective figure legends and in the detailed methods description. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-022-00840-5.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Number of reads, a list of antibodies and primers used

## Data Availability

The datasets generated in this study are available from GEO database under accession number GSE185930. Published data used in this study include mouse ESC TAD and loop coordinates (GSE96107 (ref. ^25^)), Polycomb domains (GSE119620 (ref. ^59^)), CDK8 peaks (GSE98756 (ref. ^55^)) and H3K27Ac peaks (GSE136424 (ref. ^44^)). For cnRNA-seq processing, we used mm10 (GenBank: BK000964.3) and dm6 (GenBank: M21017.1) rDNA genomic datasets. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Unprocessed Western blots
Source Data Extended Data Fig. 1 Unprocessed Western blots
Source Data Extended Data Fig. 2 Unprocessed Western blots
Source Data Extended Data Fig. 3 Statistical Source Data
Source Data Extended Data Fig. 3 Unprocessed Western blots
Source Data Extended Data Fig. 4 Statistical Source Data
Source Data Extended Data Fig. 5 Unprocessed Western blots and gels

How the deposited data were processed for this re-analysis (not part of the article)

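Nuclear RNA with Drosophila SG4 cells as spike-in was measured in 2 mouse ESC lines, in 24 libraries analysed here: ESC, RA WT and RA KO groups of the CKM–MED cKO and cPRC1 cKO lines, with 4 replicates each. The authors removed rRNA reads with Bowtie 2, aligned the rest to mm10 and dm6 with STAR and Bowtie 2, removed PCR duplicates with SAMtools, and took the count of reads per gene on 20633 transcripts. The deposited signal of each library is this count divided by a size factor that the authors describe as calculated from spike-in genes, so that it is not a whole number of reads. The deposited log2 fold change of each comparison was made by the authors with DESeq2, and a second fold change column is present whose making is not stated. The deposited p-value and adjusted p-value were also made by the authors with DESeq2. Deposited RPKM columns hold the mean normalized reads per kb of gene, without division by the reads of the library, over 4 replicates in the KO tables and over replicates 1 to 3 in the induction tables. These and 28 RPKM columns per replicate were not used for any test. ESC KO libraries of both lines were not analysed here.

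Size factors were recovered from the spacing of low values. The groupings, the tests, the named-gene rule and the first set of alternatives were written before the data were examined. Since the tables hold normalized reads, each pair of groups was tested with limma-trend (R 4.3.3, limma 3.58.1) on log2(value + 1), for transcripts with a value of at least 10 in at least 4 libraries, and called at an adjusted p under 0.05 and a fold change over 1.5. Counts recovered as whole reads were used for the alternatives with edgeR (4.0.16) and DESeq2 (1.42.0). Other alternatives were TMM normalization, factors from the spike-in read totals, other filters and fold change thresholds, the replicate number as a term, all groups of a line in 1 fit, pseudocounts of 0.1 and 8, and leaving out each library in turn. List medians per library were compared with exact permutation tests, whose smallest two-sided p with 4 against 4 libraries is 0.0286. Such a p belongs to the difference between the groups of the library medians and not to the median change of the members. Adjusted over 39 tests, it could pass 0.05 only with at least 23 tests at this smallest p, so that none passed says little. Groups of 4 and 4 that do not overlap occur by chance in 2.86% of cases. Changes in the 2 lines were compared per transcript by their difference over its standard error.

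Whether the replicate number pairs the libraries was checked by correlating, across transcripts, each library's deviation from its group mean. In cPRC1 KO and RA WT, libraries of the same number correlated with r of 0.32, 0.36, 0.36 and 0.32, and those of different numbers from −0.34 to 0.24. In CKM–MED KO and RA WT the values for the same number were 0.33, 0.12, −0.08 and 0.08, and they were not treated as pairs.

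On simulated data with 200 changed genes, 84.0% were recovered in CKM–MED KO, 89.0% in cPRC1 KO and 85.0% in the RA induction of the CKM–MED cKO line. Unchanged genes made up 8.20%, 0% and 4.49% of the calls. The overlap of 2 comparisons recovered 76.5% of 200. For the difference between the lines 398 genes were changed, and 228 of the 397 tested were recovered (57.4%).

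Genes are named by this rule: the deleted genes, the *HoxB* genes and other genes the study names; per comparison the 3 largest fold changes each way among called genes with a mean of at least 100 and groups that do not overlap; the 5 dependent genes lower in cPRC1 KO with the smallest p; and, per reported list and comparison, the 2 genes each way with the smallest adjusted p. *Cald1*, *Smtn*, *Fn1*, *Pdgfrb*, *Col1a1*, *Col5a1*, *Dcn*, *Tagln*, *Actb* and *Hoxb9* fall outside it and were chosen after their values were seen. Some genes that the rule covers are not reported here. Gene lists were the CKM–MED-dependent genes, the Capture-C promoter classes of the study, *HoxB*, endoderm, neural, pluripotency, RA response, CKM, PRC1 and core Mediator genes. Lists of serum response factor targets, fibroblast and smooth muscle genes and of the transcripts lower or higher after RA were added after the data were seen. The Polycomb interaction network was not used here. Lists were written by hand from general knowledge, apart from those taken from the study or from the calls.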

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

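For gene lists, the median log2 change of the members is given first, and the exact p belongs to the difference between the groups of the library medians, given beside it. Adjusted over 39 tests, such a p could pass 0.05 only with at least 23 tests at its smallest value, so the adjusted value says little. All tests in this part were chosen only after the result was seen, with the following exceptions. The tests of the smooth muscle list, of the genes lower after RA in the other line, and of depth for libraries far from their group are exceptions. So are the comparisons per transcript, and the differences between the lines of the CKM–MED-dependent, Capture-C Med13-dependent and *HoxB* lists. These comparisons and differences were set before the data were examined.

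In 23 of 312 groups of 4 libraries, 1 library lay far from the other 3 by the gap relative to the range, where chance gives 15.6. Values are log2(normalized reads + 1), with the range of the other 3 in parentheses. Among list medians, these were pluripotency in CKM–MED RA WT replicate 1 at 10.11 (9.68 to 9.73), PRC1 in RA WT replicate 3 at 10.23 (9.89 to 9.91), fibroblast genes in RA WT replicate 3 at 8.06 (7.43 to 7.54) and Capture-C pluripotent genes in RA WT replicate 4 at 10.56 (10.19 to 10.23). Serum response factor targets were at 11.44 in RA KO replicate 4 (11.03 to 11.09) and at 9.08 in RA WT replicate 1 (9.55 to 9.60). Among single genes of the CKM–MED cKO line, *Phc1* was at 11.31 (10.88 to 10.89) and *Hoxb9* at 8.83 (7.97 to 8.11) in RA WT replicate 3, and *Actc1* at 2.56 in RA WT replicate 2 (0 in the others). In its RA KO group, *Hoxb8* was at 6.69 (5.27 to 5.47) and *Col1a1* at 8.27 (7.30 to 7.37) in replicate 1, *Hoxb7* at 3.68 in replicate 2 (4.50 to 4.67), and *Tagln* at 12.67 (11.78 to 11.85) and *Olig2* at 3.13 (3.44 to 3.48) in replicate 4. In its ESCs, *Nkx6-3* was at 8.91 in replicate 1 (8.33 to 8.40) and *Hoxa5* at 1.58 in replicate 3 (0 in the others). In the cPRC1 cKO line, *Bmi1* was at 7.66 in RA WT replicate 1 (8.09 to 8.17) and *Tfap2a* at 6.37 in RA WT replicate 3 (5.66 to 5.73). In its RA KO group, *Car10* was at 5.68 in replicate 1 (6.57 to 6.74), *Dlx2* at 3.98 in replicate 2 (4.34 to 4.37), *Sox9* at 6.52 in replicate 3 (5.96 to 6.05), and *Hoxb7* at 6.21 (6.76 to 6.83) and *Foxa2* at 7.30 (7.44 to 7.46) in replicate 4. After TMM normalization 2 of the 23 gaps remained, *Hoxa5* and *Actc1*, whose other libraries are at 0 under any scaling. Other gaps became as wide only after it. In CKM–MED RA KO these were the CKM–MED-dependent list, *Actc1*, *Klf2* and *Fbxl19*. *Hoxa3* in CKM–MED RA WT and *Inhbb* in cPRC1 cKO ESCs were further ones. Library depth may account for part of the rest, but any change of noise also narrows gaps picked as wide, so depth and chance cannot be told apart. The design gives no biological explanation within a group, and none was tested.

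The KO effect differed between the lines for 1535 transcripts. In 3 of 100 drawn regroupings of the libraries within each line as many differed, the real one included, and the largest of the others gave 3838. Of the other drawn regroupings, 3 kept the real labels of the CKM–MED cKO line and so varied only the cPRC1 labels. Whether those with as many differing transcripts were among them was not checked. Lists that differed, by two-sided exact permutation, were CKM–MED-dependent genes (−1.31), Capture-C Med13-dependent genes (−1.43), *HoxB* (−1.41), pluripotency (−2.05, p = 0.000408; over 7 lists p = 0.00286), endoderm (−2.72, p = 0.0102; over 7 lists p = 0.0238) and serum response factor targets (1.99, p = 0.00245; over 7 lists p = 0.00857). In the first 3 of these, 4-pair sign-flips gave p over 0.05. Within 1 line the smallest two-sided sign-flip p is 0.125, so this says little. Read length differs on the labels (80 bp against 40 bp), although the paper gives 40 bp for both lines. Line, tamoxifen time (96 h against 72 h) and possibly read length differ together with the deleted complex, so the libraries cannot separate these explanations. The biological difference of interest, loss of CKM–MED against loss of cPRC1, stays open beside them.

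In CKM–MED KO after RA, 1269 transcripts were higher, a group the paper does not discuss, of which 373 rose and 275 fell with RA. After TMM normalization 1267 of them stayed called, which argues against depth left in the deposited values as the whole cause. Of the 35 splits of the 8 libraries, 1, the real one, gave as many calls in total. *Acta2* (NM_007392, chromosome 19 from 34240336 to 34255373) had 6283 ± 2818 normalized reads in the KO and 22.8 ± 32.8 in RA WT (SD, n = 4 each), a log2 fold change of 9.04 (SE 0.60, adjusted p = 5.5e-10, limma-trend). *Actc1* changed by 6.77, from 1.22 normalized reads in RA WT to 209 in the KO. Its RA WT values are so near 0 that this change ran from 4.30 to 9.31 over the other settings. Reads shared among actin paralogs were not separated, and *Actb* changed by 0.44 (adjusted p = 0.208, limma-trend). The list of serum response factor targets, written after actins and *Tagln* (2.87) were seen to rise, changed by a median of 1.37 (library medians 1.7, exact p = 0.0286; over 39 tests p = 0.111), so its median is no separate test. Of its 26 transcripts, 20 were called higher and 1, *Egr1*, was called lower (−2.57). Depth does not account for the rise of the list, since the median was 1.44 after TMM normalization. Of the smooth muscle list, 9 of 10 genes were read in these cultures and none is in the target list. Its median was 1.08 (library medians 0.58, exact p = 0.0857) with 7 of 11 transcripts called higher, among them *Cald1* (2173 in RA WT to 7331 normalized reads in the KO) and *Smtn* (0.83). Smooth muscle-like cells in the KO cultures may therefore contribute, but genes of this list can themselves be serum response factor targets. The fibroblast list, with 9 of 12 genes read in these cultures, had a median of −0.28 (library medians −0.78, exact p = 0.0286; over 39 tests p = 0.111), with 2 transcripts called higher and 3 lower. *Col1a2*, with 696 normalized reads in RA WT, changed by −1.99 (adjusted p = 1.3e-05, limma-trend) and stayed called without any 1 library. *Dcn* changed by −1.56, a call lost without RA WT replicate 1 (−1.48), 3 (−1.72) or 4 (−1.23) or RA KO replicate 4 (−0.93). *Fn1* changed by 0.20, *Pdgfrb* by 1.84, *Col5a1* by 0.83, not called without RA KO replicate 2 (0.74), and *Col1a1* by −0.80, a call lost without RA WT replicate 1 (−0.91) or 3 (−0.56) and without RA KO replicate 2 (−0.71) or 4 (−0.73). The exact p was over 0.05 in 5 of the 8 fits without 1 library, whose median changes lay between −0.62 and −0.03. With the filter on every library the median change was 0.20 and the library medians differed by −1.21 (exact p = 0.0571). Its members go both ways, so cells of a fibroblast type can neither be excluded nor shown. The loss of CKM–MED itself stays open.

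Endoderm genes were lower in CKM–MED KO, with a median of −2.42 (library medians −2.61, exact p = 0.0286; over 39 tests p = 0.111) and 20 of 21 transcripts called, *Gata4* by −2.58 among them. Depth does not account for this, with a median of −2.35 after TMM normalization. Fewer endoderm-like cells would lower all by 1 factor if no other cell expressed them. The changes, from −3.47 to −0.29, spread about their weighted mean of −2.12 with a chi-square per degree of freedom of 7.10, but expression in other cells would also spread them, so lower expression per cell and fewer such cells cannot be told apart.

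Pluripotency genes were lower in CKM–MED KO by a median of −0.99 (library medians −1.55, exact p = 0.0286; over 39 tests p = 0.111), with 12 of 17 called, *Esrrb* by −1.62 and *Utf1* by −1.37 among them. This argues against a slower exit from pluripotency without CKM–MED, which would raise them, and the median of −0.93 after TMM normalization argues against depth. In cPRC1 KO they were higher by a median of 0.52 (library medians 0.50, exact p = 0.0286; over 39 tests p = 0.111), with 1 transcript called and 7 when adjusted over the list alone. The called gene, *Nanog*, changed by 0.91 and lost its call without RA WT replicate 1 (0.79), RA WT replicate 2 (0.75), RA KO replicate 1 (0.82) or RA KO replicate 4 (0.87). Without any 1 of the KO libraries the list median lay between 0.45 and 0.56, and the library medians gave exact p-values from 0.114 to 0.143. After TMM normalization the median was 0.51 and the exact p of the library medians (0.49) was 0.0571, so the size stayed while the test did not pass, and depth cannot be excluded. A slower exit without cPRC1 may raise genes that fall with RA, but those lower after RA in the other line changed by a median of 0.035 (library medians 0.07, exact p = 0.686). After TMM normalization the change was 0.03 (library medians 0.06) with an exact p of 0.0286, which leaves this explanation open.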

How the results depend on the processing

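The tests of the serum response factor, smooth muscle and fibroblast lists, of RA-induced transcripts in cPRC1 KO, and of the other lists beyond the CKM–MED-dependent and Capture-C Med13-dependent genes were chosen only after the data had been seen, as were TMM normalization with the replicate number and DESeq2 with the replicate number. Only the differences between the lines of the *HoxB* and Capture-C Med13-independent lists had been set before.

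With DESeq2 on the recovered reads without a replicate term, and without a fold change threshold, all 11 counts stayed within 1.5 times the reported ones. With a pseudocount of 0.1 or 8, all 47 counts and list medians kept their direction and side of the threshold. Under other settings 43 of 56 results did so after TMM normalization, 28 of 47 with factors from the spike-in read totals, 40 of 47 with the filter on every library and 7 of 11 without the filter. At a fold change over 2 it was 5 of 11, with the replicate number 9 of 13, and with 1 fit per line 7 of 11. Of 540 values with 1 library left out, 425 stayed, 30 counts moved by over 1.5 times, 34 results became weaker, 4 became stronger and 47 reversed.

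For a list, the direction is that of its median change and the side of the threshold that of the exact test on its library medians. The values that moved, reversed or changed their side of the threshold follow, each with the reported one in parentheses; numbers without a decimal are counts and the others are log2 changes. After TMM normalization, the values were cPRC1 KO higher 84 (49), cPRC1 KO lower 46 (19), CKM–MED-dependent genes lower in cPRC1 KO 22 (9), RA-induced genes lower in cPRC1 KO 44 (19), Capture-C constitutively active list in CKM–MED KO 0.013 (−0.051) and Capture-C inactive list in cPRC1 KO 1.03 (1.00). Also changed were Capture-C pluripotent list in cPRC1 KO 0.42 (0.43), Capture-C RA-repressed list in CKM–MED KO −0.25 (−0.32), pluripotency list in cPRC1 KO 0.51 (0.52), CKM list in CKM–MED KO 0.13 (0.063), smooth muscle list in CKM–MED KO 1.14 (1.08) and genes more negative in CKM–MED KO 1727 (965). Further values were genes more positive in CKM–MED KO 1785 (570) and Fbxl19 in CKM–MED KO 0.013 (−0.052). With factors from the spike-in read totals, the values were RA, CKM–MED cKO higher 1421 (3400), RA, CKM–MED cKO lower 5646 (2775), CKM–MED KO lower 921 (1635), RA, cPRC1 cKO lower 1674 (3173), cPRC1 KO higher 25 (49) and cPRC1 KO lower 2 (19). Also changed were CKM–MED-dependent genes 370 (764), CKM–MED-dependent genes lower in cPRC1 KO 0 (9), RA-induced genes lower in cPRC1 KO 2 (19), Capture-C Med13-independent list in cPRC1 KO 0.037 (−0.041), Capture-C constitutively active list in CKM–MED KO 0.19 (−0.051) and Capture-C constitutively active list in cPRC1 KO 0.071 (−0.0062). Further values were Capture-C pluripotent list in cPRC1 KO 0.50 (0.43), HoxB list in CKM–MED KO −1.39 (−1.63), pluripotency list in cPRC1 KO 0.60 (0.52), CKM list in CKM–MED KO 0.31 (0.063), core Mediator list in cPRC1 KO 0.076 (−0.0011) and fibroblast list in CKM–MED KO −0.051 (−0.28). Others were genes higher after RA in the CKM–MED cKO line list in cPRC1 KO 0.0081 (−0.069), Med13 in CKM–MED KO 0.17 (−0.075), Fbxl19 in CKM–MED KO 0.19 (−0.052) and Sox9 in cPRC1 KO 0.028 (−0.05). Without the filter, the values were cPRC1 KO higher 26 (49), cPRC1 KO lower 3 (19), CKM–MED-dependent genes lower in cPRC1 KO 1 (9) and RA-induced genes lower in cPRC1 KO 3 (19). With a value of at least 10 required in every library, the values were CKM–MED-dependent genes 492 (764), CKM–MED-dependent genes lower in cPRC1 KO 3 (9), RA-induced genes lower in cPRC1 KO 6 (19), Capture-C inactive list in cPRC1 KO −0.092 (1.00), Capture-C RA-repressed list in CKM–MED KO −0.31 (−0.32) and neural list in CKM–MED KO −0.43 (−0.26). Also changed were fibroblast list in CKM–MED KO 0.20 (−0.28). With a fold change over 2 required, the values were RA, CKM–MED cKO lower 1473 (2775), CKM–MED KO higher 731 (1269), RA, cPRC1 cKO lower 1614 (3173), cPRC1 KO lower 7 (19), CKM–MED-dependent genes lower in cPRC1 KO 5 (9) and RA-induced genes lower in cPRC1 KO 7 (19). With the replicate number in the fit, the values were cPRC1 KO higher 108 (49), cPRC1 KO lower 37 (19), CKM–MED-dependent genes lower in cPRC1 KO 24 (9) and RA-induced genes lower in cPRC1 KO 35 (19). With all groups of a line in 1 fit, the values were cPRC1 KO higher 10 (49), cPRC1 KO lower 0 (19), CKM–MED-dependent genes lower in cPRC1 KO 0 (9) and RA-induced genes lower in cPRC1 KO 0 (19). With edgeR quasi-likelihood on the recovered reads, the values were cPRC1 KO higher 32 (49). With DESeq2 and the replicate number, the values were cPRC1 KO higher 81 (49), cPRC1 KO lower 54 (19), CKM–MED-dependent genes lower in cPRC1 KO 29 (9) and RA-induced genes lower in cPRC1 KO 52 (19). With TMM normalization and the replicate number, the values were cPRC1 KO higher 269 (49), cPRC1 KO lower 146 (19), CKM–MED-dependent genes lower in cPRC1 KO 50 (9), RA-induced genes lower in cPRC1 KO 119 (19), genes more negative in CKM–MED KO 2357 (965) and genes more positive in CKM–MED KO 2441 (570). Also changed were Fbxl19 in CKM–MED KO 0.013 (−0.052). With RA WT replicates 1 and 2 in the induction comparison, the values were CKM–MED-dependent genes 260 (764). With RA WT replicates 3 and 4 in it, the values were CKM–MED-dependent genes 370 (764). Counting all transcripts lower in the KO, the values were CKM–MED-dependent genes 1635 (764). With the replicate numbers kept together, the values were line difference of CKM–MED-dependent genes −1.31 (−1.31), line difference of Capture-C Med13-dependent −1.43 (−1.43) and line difference of HoxB −1.41 (−1.41). In the last setting the differences stayed and their p-values rose over 0.05. The counts of 0 had 24 dependent transcripts lower at an unadjusted p under 0.05 with factors from the spike-in read totals, and 194 transcripts, 47 dependent and 135 RA-induced ones in 1 fit per line. The cause was not tested, apart from the settings that test fewer genes or use fewer libraries by construction.

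Over the fits that each left out 1 library, some results changed. The ranges were CKM–MED KO lower 1009 to 2163, cPRC1 KO higher 14 to 125, cPRC1 KO lower 2 to 31, CKM–MED-dependent genes 375 to 911, CKM–MED-dependent genes lower in cPRC1 KO 0 to 18, RA-induced genes lower in cPRC1 KO 2 to 22 and dependent-gene list in cPRC1 KO −0.27 to 0.033. Next were Capture-C Med13-independent list in CKM–MED KO −0.064 to 0.15, Capture-C Med13-independent list in cPRC1 KO −0.19 to 0.16, Capture-C constitutively active list in CKM–MED KO −0.12 to 0.014, Capture-C constitutively active list in cPRC1 KO −0.12 to 0.14, Capture-C inactive list in cPRC1 KO 0.50 to 1.30, Capture-C pluripotent list in cPRC1 KO 0.28 to 0.52 and Capture-C RA-repressed list in CKM–MED KO −0.38 to −0.22. The lists followed with Capture-C RA-repressed list in cPRC1 KO −0.11 to 0.12, endoderm list in cPRC1 KO −0.12 to 0.23, pluripotency list in cPRC1 KO 0.42 to 0.61, retinoic acid response list in cPRC1 KO −0.28 to 0.022, CKM list in CKM–MED KO −0.027 to 0.19, CKM list in cPRC1 KO −0.089 to 0.19 and PRC1 list in CKM–MED KO −0.024 to 0.19. Other lists gave PRC1 list in cPRC1 KO −0.036 to 0.16, core Mediator list in CKM–MED KO −0.042 to 0.11, core Mediator list in cPRC1 KO −0.096 to 0.11, fibroblast list in CKM–MED KO −0.62 to −0.033, fibroblast list in cPRC1 KO −0.34 to −0.068, smooth muscle list in CKM–MED KO 0.88 to 1.27 and genes higher after RA in the CKM–MED cKO line list in cPRC1 KO −0.20 to 0.074. The line differences and genes gave line difference of CKM–MED-dependent genes −1.47 to −1.14, line difference of Capture-C Med13-independent −0.12 to 0.29, line difference of HoxB −1.62 to −1.23, Med13 in CKM–MED KO −0.20 to 0.095, Med13l in CKM–MED KO −0.064 to 0.26, Fbxl19 in CKM–MED KO −0.22 to 0.12 and Fbxl19 in cPRC1 KO −0.053 to 0.11. The last were Hoxa4 in cPRC1 KO −0.18 to 0.28 and Sox9 in cPRC1 KO −0.20 to 0.056. Each of these fits has fewer libraries by construction, and which property of the library mattered was not tested.

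With factors from the spike-in read totals, the median change of all transcripts moved by −0.62 in the RA induction and by 0.24 in the KO comparison of the CKM–MED cKO line, and by 0.21 in the RA induction of the cPRC1 cKO line. TMM normalization moved the last of these by 0.11. The share of lower calls in the RA induction of the CKM–MED cKO line was 44.9% with the deposited scaling and 79.9% with the factors from the spike-in read totals.

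Of 112 single genes, the number that kept direction and call was 104 after TMM normalization, 95 with factors from the spike-in read totals, 107 with DESeq2, 101 without the filter, 95 at a fold change over 2, 110 with the replicate number, 96 in 1 fit per line and 108 with edgeR. The filter on every library left 88 of them to test, and all 88 kept both. With 1 library left out, 769 of 860 values stayed, 72 became weaker, 2 stronger and 17 reversed.

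Of the dependent transcripts, 748 of 857 after TMM normalization, 733 of 802 with DESeq2 and 698 of 739 with the replicate number were among the 764.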

Differences from the paper's values

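No test of this part was chosen only after its result was seen, apart from the 2 settings named as such.

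Of the CKM–MED-dependent genes, 9 were called lower in cPRC1 KO, against the paper's 18. Of the alternatives set before the data were examined, TMM normalization gave 22, DESeq2 12, the replicate number in the fit 24, leaving out CKM–MED RA KO replicate 1 gave 12, and leaving out cPRC1 RA WT replicate 1 gave 18, which come within 1.5 times the paper's number. The others did not: 0 with factors from the spike-in read totals, 1 without the filter, 3 with the filter on every library, 5 at a fold change over 2, 9 without a fold change threshold, 0 in 1 fit per line, 9 with either pseudocount, 7 with edgeR, 9 for the genes also induced in the cPRC1 cKO line, 8 for the list from the deposited calls, and 0 to 10 with another library left out. DESeq2 with the replicate number gave 29 and TMM normalization with the replicate number 50, both chosen after seeing the values, and neither closed the gap. The deposited fold changes and adjusted p-values themselves give 25, or 16 with the second fold change column. At an unadjusted p under 0.05, 24 were lower with factors from the spike-in read totals and 47 in 1 fit per line.

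The number of CKM–MED-dependent genes, 764 against the paper's 631, lies within 1.5 times. Leaving out CKM–MED RA KO replicate 2 gave 631, and so did the deposited calls. Outside that range lay 370 with factors from the spike-in read totals and 375 without CKM–MED RA WT replicate 3. So did the counts with the RA WT libraries divided, 260 with replicates 1 and 2 in the induction comparison and 370 with replicates 3 and 4.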

Other observations

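All tests in this part were chosen only after the result was seen, apart from those of *Med13* and of the other genes the study names.

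Splits of the same libraries show how often other groupings give as many calls. For the RA induction of the CKM–MED cKO line it was 1 of 35, the real one, for CKM–MED KO 1 of 35, and for the RA induction of the cPRC1 cKO line 1 of 35. For the CKM–MED-dependent genes it was 2 of 100 drawn regroupings, of which the other gave 2410. After TMM normalization 748 of the 764 were still called, which argues against depth as the whole cause. For cPRC1 KO it was 2 of 35, and for the dependent genes lower in it 2 of 35. In both the other split set replicates 1 and 3 against replicates 2 and 4, and gave 2435 calls, with 240 dependent transcripts called in 1 direction. That split parts no pair of replicate numbers, and among the 8 splits that part as many pairs as the real one, 1 gave as many calls. With the replicate number in the fit the real split gave 145 calls and the next 74. Of the dependent transcripts, with the list of 764 kept, it gave 19 called in 1 direction and the next 16, so another grouping gives nearly as many.

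Replicates 1 and 3 of the cPRC1 cKO line after RA thus differ from replicates 2 and 4, a split picked as the one with the most calls. After TMM normalization 341 transcripts were still called between them, which argues against depth alone. The difference correlated between the WT and the KO libraries with r = 0.51 across transcripts, against 0.19 and 0.18 for the other pairings, so a batch shared by libraries of a replicate number may contribute. Other pairings had 0 calls after TMM normalization (311 and 418 at an unadjusted p under 0.05). Labels and paper give no batch, and no biological explanation was tested.

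DESeq2 with factors from the spike-in read totals returned at most 0.0741% of the deposited fold changes. The recovered factors return these changes and already differ from the totals, so this is no separate test of the source of the deposited factors. *Med13* over the whole gene changed by −0.075 in CKM–MED KO. Mislabelled samples cannot be told apart from reads outside the deleted exons, since only reads over whole genes are at hand.

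For other lists, the median log2 change of the members is followed in parentheses by the difference of the library medians and its exact p, in CKM–MED KO and then cPRC1 KO. They were −0.26 (0.10, exact p = 0.629) and −0.24 (−0.19, exact p = 0.314) for neural genes, −0.70 (−0.49, exact p = 0.143) and −0.12 (−0.14, exact p = 0.686) for RA response genes, 0.06 (0.71, exact p = 0.0571) and 0.02 (0.03, exact p = 0.914) for CKM genes, and 0.10 (0.03, exact p = 0.886) and 0.06 (0.04, exact p = 0.743) for PRC1 genes. They were 0.03 (0.02, exact p = 0.886) and −0.0011 (−0.01, exact p = 0.914) for core Mediator genes, and −0.05 (−0.07, exact p = 0.657) and −0.01 (−0.04, exact p = 0.886) for constitutively active Capture-C genes. The 2 inactive ones gave −1.21 (−1.21, exact p = 0.0286) and 1.00 (1.00, exact p = 0.0857), the pluripotent ones −0.85 (−1.08, exact p = 0.0286) and 0.43 (0.77, exact p = 0.0286), and the RA-repressed ones −0.32 (−0.36, exact p = 0.0571) and 0.03 (−0.07, exact p = 0.743). Transcripts lower after RA gave −0.15 (−0.03, exact p = 0.943) in CKM–MED KO. In cPRC1 KO the fibroblast list gave −0.22 (−0.56, exact p = 0.0857), smooth muscle genes 0.13 (−0.22, exact p = 0.4), serum response factor targets −0.27 (−0.30, exact p = 0.171) and endoderm genes 0.09 (0.12, exact p = 0.714). In fits without 1 library, the median change of neural genes in CKM–MED KO lay between −0.85 and −0.35. With all libraries, the 2 measures have opposite signs for neural genes in CKM–MED KO and for RA-repressed and smooth muscle genes in cPRC1 KO. No direction is therefore given for these. Of 39 such tests 10 had an unadjusted p under 0.05 and 0 passed adjustment, which would have needed at least 23 at the smallest p that 4 against 4 libraries allow.

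Among the called genes with the smallest adjusted p of these lists in CKM–MED KO were *Sox1* (−2.05, overlapping *Gm5607*), *Olig2* (−1.59) and *Neurod1* (1.55) of the neural list, *Stra6* (−1.73) and *Cdx1* (1.00) of the RA response, *Med12l* (1.64) of the CKM, and *Phc1* (−0.85), *Cbx2* (−0.62) and *Pcgf5* (0.71) of PRC1. Others were *Med14* (−0.64), *Eomes* (−1.39), *Fasn* (−0.76), *Susd4* (1.29), *Gadd45b* (1.16), *Islr2* (−2.30), *Nanog* (−1.23), *Stat3* (0.72), *Sox2* (−1.43, overlapping *Sox2ot*), *Klf2* (−1.20), *Mapkapk3* (1.63), *Cpt1a* (1.07) and *Zfp503* (0.80). In cPRC1 KO these were *Dlx2* (2.09) and *Sp5* (−0.99). Leaving out 1 library removed the call of *Fasn* (RA KO replicate 2, −0.73), *Cdx1* (RA WT replicate 2, 0.61, or 3, 0.90) and *Stat3* (RA WT replicate 1, 0.59, or RA KO replicate 2, 0.64). It removed that of *Sp5* in 7 of 8 fits (−1.09 to −0.87 over all 8), *Dlx2* in 6 (1.36 to 2.59), *Pcgf5* in 6 (0.52 to 0.84), *Cbx2* in 5 (−0.73 to −0.52), *Med14* in 5 (−0.78 to −0.49) and *Zfp503* in 5 (0.60 to 1.07).

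Of other genes the study names, changes in CKM–MED KO and then cPRC1 KO were −1.35 and 0.01 for *Hoxa4*, which overlaps *Hoxa3*, −1.26 and 0.49 for *Hoxa7*, −1.81 and −0.48 for *Nr2f1*, −0.90 and −0.05 for *Sox9*, −0.32 and −0.25 for *Bmp7*, and −0.05 and 0.02 for *Fbxl19*. The first 4 were called in CKM–MED KO and none in cPRC1 KO. Leaving out 1 library reversed the sign in cPRC1 KO for *Hoxa4* (−0.18 to 0.28), *Sox9* (−0.20 to 0.056) and *Fbxl19* (−0.053 to 0.11), and in CKM–MED KO for *Fbxl19* (−0.22 to 0.12). *Nkx2-1* was under the filter.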
